# Seasonal influence on miRNA expression dynamics of extracellular vesicles in equine follicular fluid

**DOI:** 10.1186/s40104-024-01097-2

**Published:** 2024-10-09

**Authors:** Jean M. Feugang, Ahmed Gad, Nico G. Menjivar, Ghassan M. Ishak, Samuel Gebremedhn, Melba O. Gastal, Notsile H. Dlamini, Radek Prochazka, Eduardo L. Gastal, Dawit Tesfaye

**Keywords:** Extracellular vesicle, Follicle growth, Follicular fluid, Horse, Mare, Ovulation, Pre-ovulation, Seasonal breeding

## Abstract

**Background:**

Ovarian follicular fluid (FF) is a dynamic environment that changes with the seasons, affecting follicle development, ovulation, and oocyte quality. Cells in the follicles release tiny particles called extracellular vesicles (EVs) containing vital regulatory molecules, such as microRNAs (miRNAs). These miRNAs are pivotal in facilitating communication within the follicles through diverse signaling and information transfer forms. EV-coupled miRNA signaling is implicated to be associated with ovarian function, follicle and oocyte growth and response to various environmental insults. Herein, we investigated how seasonal variations directly influence the ovulatory and anovulatory states of ovarian follicles and how are they associated with follicular fluid EV-coupled miRNA dynamics in horses.

**Results:**

Ultrasonographic monitoring and follicular fluid aspiration of preovulatory follicles in horses during the anovulatory (spring: non-breeding) and ovulatory (spring, summer, and fall: breeding) seasons and subsequent EV isolation and miRNA profiling identified significant variation in EV-miRNA cargo content. We identified 97 miRNAs with differential expression among the groups and specific clusters of miRNAs involved in the spring transition (miR-149, -200b, -206, -221, -328, and -615) and peak breeding period (including miR-143, -192, -451, -302b, -100, and let-7c). Bioinformatic analyses showed enrichments in various biological functions, e.g., transcription factor activity, transcription and transcription regulation, nucleic acid binding, sequence-specific DNA binding, p53 signaling, and post-translational modifications. Cluster analyses revealed distinct sets of significantly up- and down-regulated miRNAs associated with spring anovulatory (Cluster 1) and summer ovulation–the peak breeding season (Clusters 4 and 6).

**Conclusions:**

The findings from the current study shed light on the dynamics of FF-EV-coupled miRNAs in relation to equine ovulatory and anovulatory seasons, and their roles in understanding the mechanisms involved in seasonal shifts and ovulation during the breeding season warrant further investigation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-024-01097-2.

## Introduction

Folliculogenesis is a well-orchestrated regulatory process involving autocrine, paracrine, and endocrine signaling steadily influenced by intrinsic and extrinsic factors in the female body [1–3]. Seasonal variations in temperature extremes, daylight duration, and relative humidity are among the many extrinsic factors that disrupt intrafollicular molecular interactions, leading to impaired fertility in livestock species [1, 4, 5]. Numerous studies have reported the negative impacts of seasonal variation at the cellular (e.g., cell proliferation and apoptosis) and endocrine (e.g., increased production of steroids) levels, affecting tissue organization (e.g., reduction in follicle diameter and luteolytic failure) in farm animals [6–8]. Consistent with these observations, in vitro studies have demonstrated such adverse effects on ovarian follicle growth, oocyte maturation, and embryo production [9–11]. Understanding how environmental factors affect the reproductive capabilities of animals like horses can help improve animal husbandry practices.

The mare is considered a seasonal breeder and is often studied to understand potential changes in fertility during different seasons of the year [1, 12]. The mare typically experiences a major ovulatory wave every 21 to 24 d. During this time, one large follicle of the wave, typically at least 28 mm in diameter, becomes the dominant follicle [13, 14], eventually growing to preovulatory size (around 30–45 mm in diameter) and ovulating in the spring (SOV), summer (SUM), and/or fall (FOV) ovulatory seasons. Meanwhile, homologous dominant follicles regress during the non-breeding seasons, such as the transient spring (SAN**)** and fall anovulatory seasons. The mare enters deep anestrus during the winter with follicles less than 20 mm in diameter [1, 15, 16]. Previous research suggests that during anovulatory seasons and low ovarian activity, the difference in ovarian activities between small and large follicles influences the potential for exogenous gonadotropin-releasing hormone to induce ovulation [1, 17]. These findings underscore the importance of studying preovulatory follicles in the context of seasonal variations, as it has the potential to significantly enhance our understanding and thereby improve female fertility in seasonally inactive species.

Various studies have demonstrated continuous changes in ovarian activity of non-pregnant mares throughout the year, with periods of high activity during the summer, low activity during the winter, and irregular and interspaced activity during the spring and fall transitional seasons [1, 18, 19]. Additionally, aberrant blood flow, hormonal levels, and gene expression changes have previously been observed among follicles from different seasons [19–21]. Recent studies in horses focusing on the effects of seasons demonstrated further aberrations in the gene expression profiles of follicular cells [22], as well as the proteomic profiles [23, 24] and miRNA signatures [25] from follicular fluid (FF) and follicular fluid-derived extracellular vesicles (FF-EVs), respectively. The miRNA, the small noncoding RNA molecules of approximately 22 nucleotides long, are expressed in the ovary to regulate various aspects of follicle growth post-transcriptionally. This includes miR-224, miR-378, and miR-383 in follicle growth, miR-34 in atresia, miR-21 in ovulation, miR-175p and let-7b in angiogenesis, and miR-23a, miR-92, and miR-143 in steroidogenesis [26, 27]. The detection of miRNAs encapsulated in EVs in the ovarian FF of livestock such as cows, pigs, sheep, and mares and their profiles were associated with long-term effects during in vitro fertilization [28]. Research also shows that these miRNAs have effects during heat stress [29, 30] and seasonal changes [31]. Together, these studies conclude that season-specific factors comprising the FF may inherently affect follicle function and oocyte maturation, and the understanding of miRNA dynamics in FF-EVs provides insights into reproductive health and potential therapies.

This study aims to explore the miRNAs associated with equine FF-EVs, which are small lipid-enclosed particles released by various cell types and classified as exosomes (30–130 nm) and microvesicles (50–1,000 nm). These particles are essential in cell-to-cell communication and transferring genetic information within the follicular environment [32, 33]. They transport and shuttle regulatory molecules such as lipids, proteins, and small RNAs to the target cells in a timely delivery system [34, 35]. A recent study observed changes in the miRNA profiles of bovine FF-EVs collected during summer and winter, suggesting the possible role of EV-coupled miRNAs in regulating ovarian response to environmental variations and controlling follicular activity [31]. Here, we hypothesize that the miRNA content of equine FF-EVs varies depending on the ovulatory and anovulatory seasons and influences follicular activity during seasonal variations, which can impact mares’ fertility. Our study aims to investigate the expression and dynamics of the equine FF-EV miRNA profiles in preovulatory follicles during ovulatory (SOV, SUM, and FOV) and anovulatory (SAN) seasons.

## Materials and methods

See Additional file 1 for further details.

### Animals, transrectal ultrasonography and seasonal grouping

The study used 19 multiparous Quarter Horse mares, weighing between 400 and 600 kg and aged 8 to 14 years, grazed freely in the northern hemisphere (latitude, 37.7^o^ N) under natural light conditions with unlimited access to fresh water and trace-mineralized salt. During the non-ovulatory season (SAN) and ovulatory seasons (SOV, SUM, and FOV), transvaginal ultrasound-guided ablations of all ovarian follicles were carried out 10–11 d after the ovulation of the previous cycle to induce a new follicular wave [36]. Then, daily ultrasonographic tracking was performed until the dominant follicle reached a preovulatory diameter. Only animals showing continuous ultrasonographic follicle growth for at least three consecutive days, uterine edema (estrus-like), and the absence of a corpus luteum at the time of FF aspiration were used for sample collection.

### Follicular-fluid sample collection

All mares were adequately prepared and sedated before follicular ablation and FF sampling procedures, as described in previous studies [37, 38]. Preovulatory follicles with a diameter of 30–35 mm were aspirated into sterile vials during specific seasons: SAN (March), SOV (April and May), SUM (June to July), and FOV (September). Following the abovementioned restrictions, only 6 to 12 mares per seasonal group were used, resulting in 42 clear FF samples collected throughout the year. These FF samples were promptly centrifuged (1,600 × *g* for 10 min at 4 °C), and the supernatants were then subjected to subsequent centrifugation (3,200 × *g* for 15 min at 4 °C) and stored at −80 °C for downstream analysis.

### Isolation of extracellular vesicles from follicular fluid

The experiment combined two to three FF samples of individual mares (0.5 mL) to create four biological replicates (1.0–1.5 mL/replicate) for isolating extracellular vesicles (EVs). The FF samples underwent a series of centrifugation steps to remove cells (500 × *g* for 5 min) and debris (4,000 × *g* for 5 min) and were then filtered (0.22 µm) to exclude large particles. The EVs were then isolated using centrifugation (25,000 × *g* for 30 min at 4 °C) and ultracentrifugation (120,000 × *g* for 70 min at 4 °C) procedures. Finally, the isolated EVs were washed, resuspended in PBS, and stored at −80 °C for further analysis.

### Morphological and molecular characterization of FF-EVs

*Specific proteins of frozen-thawed EVs* were analyzed using the JESS Simple Western™ instrument (ProteinSimple^®^, Bio-Techne, Minneapolis, MN, USA). Proteins CD81, FLOT-1, and TSG101 were checked, while the absence of cytochrome C (CYCS) was ensured. Protein lysate (10 µL) was extracted using RIPA lysis buffer and run under JESS’s Assay Module for Protein Normalization (AM-PN001). The analysis used 25 capillary cartridges and specific antibodies, followed by detection and analysis using Compass for Simple Western software. *The size distribution and concentration of EVs* were measured using the Zetaview Particle Metrix (Particle Metrix, Germany). EV samples were diluted (1,000×) in sterile PBS and analyzed using the ZetaView Laser scattering microscope with an LM14C laser. For each sample, 11 independent video measurements were recorded at 11 independent positions, and video files were analyzed using ZetaView software version 8.05.12. *The morphology of EVs* was analyzed using a transmission electron microscope (TEM) according to the methods previously reported [39]. Purified EVs were placed on grids, stained, and viewed using an FEI/TFS Tecnai T12 Spirit TEM. All relevant data have been submitted to the EV-TRACK knowledgebase (https://evtrack.org) with the EV-TRACK ID EV231010 [40].

### Total RNA extraction, library preparation, and sequencing

The EV samples from different experimental groups were used to isolate total RNA, including miRNAs, using a Norgen Exosomal RNA Isolation kit (Norgen, Canada). Genomic DNA contaminants were eliminated using on-column DNA digestion, and RNA concentration and size distribution were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Small-RNA libraries were prepared for next-generation sequencing with Illumina's TruSeq Small RNA Library Prep Kit. Library quantity and quality were assessed using a Qubit 2.0 Fluorometer and an Agilent 2100 Bioanalyzer. The libraries were then sequenced using a NovaSeq6000 instrument (Illumina, Inc., San Diego, CA, USA), as single-end reads (50 bases).

### Small RNAseq data analysis

The FASTQ files for each sample were generated using the bcl2fastq software. Data analysis was performed using CLC Genomics Workbench version 21. Raw sequencing reads were trimmed based on quality score (Q-score > 30), ambiguous nucleotides (≤ 2 nucleotides), read length (≥ 15 nucleotides), and removal of adapter sequences. The reads were mapped to the equine reference genome (EquCab3.0) and annotated against equine precursor and mature miRNAs (miBase database, release 22). Raw expression data were normalized using the TMM normalization method [41] and presented as TMM-adjusted Counts Per Million (CPM). MiRNAs exhibiting a fold change (FC) ≥ 2 and a *P*‐adjusted value (FDR) < 0.05 [42] were considered differentially expressed (DE). The raw FASTQ and processed CSV files have been deposited in the NCBI’s Gene Expression Omnibus (GEO) under accession number GSE249220.

### Cluster analysis, target gene prediction, and ontological classification

The expressed miRNAs were grouped into different clusters based on their expression profiles during different seasons using the Mfuzz Bioconductor package [43]. The genes targeted by the DE-miRNAs were identified using the human homologous miRNAs in the miRWalk database [44]. Validated target genes from miRTarBase (version 7.0) and standard target gene predictions by TargetScan (version 7.1) and miRDB (release 5.0) within miRWalk were chosen for pathway analysis using the DAVID bioinformatics web tool (https://david.ncifcrf.gov/) and the KEGG pathway database [45]. Furthermore, a network of all DE-miRNAs from different comparisons was created using Cytoscape [46].

## Results

### Seasonal alterations dynamically impact the intrafollicular secretion of EVs

The FF-EVs isolated from mares in SAN, SOV, SUM, and FOV underwent thorough morphological and molecular characterization, strictly following the guidelines of the International Society of Extracellular Vesicles (ISEV) [47]. A detailed summary of the FF-EVs’ characterization is presented in Fig. 1, highlighting the use of TEM (A), immunoblotting (B), and NTA (C) techniques for all samples. The isolated FF-EVs exhibited nanoscale, spherical structures with high purity and expressed typical exosomal protein markers, including CD81, FLOT-1, and TSG101, while showing the absence of the mitochondrial cellular contamination marker CYCS. Each seasonal group displayed varying EV sizes, averaging 85.9 nm for SAN, 81.2 nm for SOV, 84.4 nm for SUM, and 79.6 nm for FOV. The SOV-derived samples had the lowest EV concentration, averaging 3.03 × 10^11^ particles/mL, which significantly differed from the EV concentration in the SUM samples, averaging 1.35 × 10^12^ particles/mL (*P* < 0.05). Nevertheless, the EV concentration in the SOV samples did not significantly differ from that of the SAN and FOV groups.

**Fig. 1:**
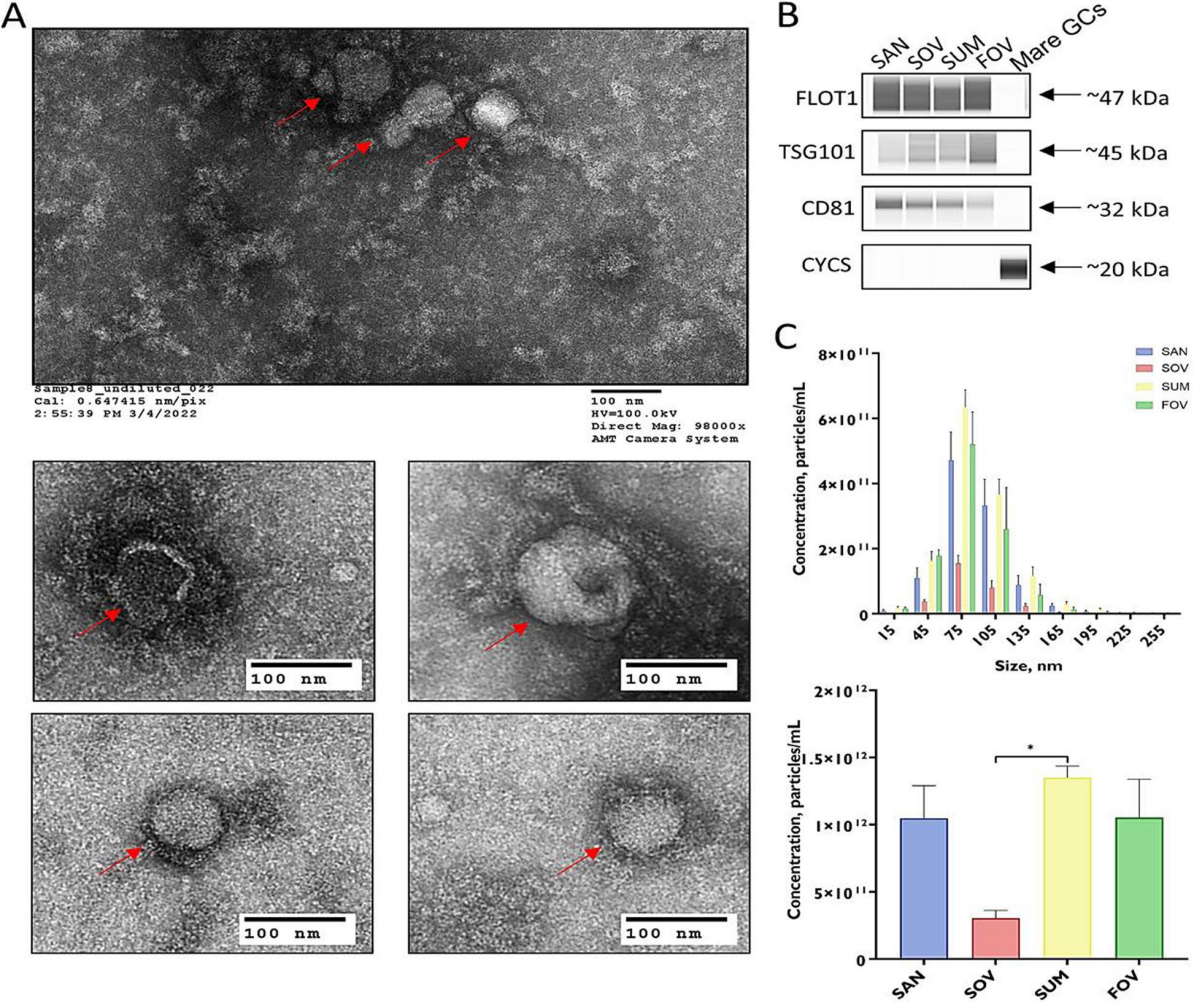
EV characterization. **A** Transmission electron microscope (TEM) imaging shows EVs with typical structure (red arrow), scale bar = 100 nm. **B** Western blot analysis of EVs marker proteins CD81, FLOT-1, and TSG101 and cellular protein contamination indicator CYCS. **C** The NTA analysis reveals the size distribution (upper panel) and concentration (lower panel) of the isolated EVs, with the asterisk indicating a significant difference between groups. Data were analyzed and graphs were generated using GraphPad Prism version 8.4.2 (GraphPad; San Diego, CA, USA). Statistical differences were assessed between the mean values of more than two groups using One-way Analysis of Variance (ANOVA) followed by Tukey’s Multiple Comparisons tests. Data are presented as the Mean ± SEM of biological replicates. Statistical significance was identified at *P* ≤ 0.05

### Sequencing and miRNA expression profiles

The small RNA sequencing analysis revealed an average of 23 million raw reads, resulting in nearly 22 million clean reads after QC trimming per sample. 

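Small RNA of FF-EVs was sequenced in 16 libraries, 4 per season, each made from fluids of 2 or 3 mares combined. The study drew on 42 fluids of follicles of 30 to 35 mm, collected in March (SAN), April to May (SOV), June to July (SUM) and September (FOV). The deposited values are TMM-adjusted CPM, which the paper describes as made in CLC Genomics Workbench, a signal in which each read count is divided by a factor of its library. Every value was a whole multiple of the value of 1 read in its library, within a tolerance of 1e-06 reads, so the reads behind each value were recovered. Reads assigned to miRNAs numbered 27131 to 112146 per library (median 51696), and 1 read stood for 7.91 to 35.6 CPM. They were 36328 to 94216 in SAN (median 50927), 41224 to 55086 in SOV (median 47030.5), 27131 to 110062 in SUM (median 85293) and 39341 to 112146 in FOV (median 51714). The paper's average of clean reads per sample counts every trimmed read, while the values here use only the reads assigned to miRNAs. Of 686 miRNAs listed, 324 had a read in at least 1 library, and a library detected 180 to 264 of them. Seasons were compared with limma on log2(CPM + 1) over the 282 miRNAs with a mean above 10 CPM in at least 1 season, in one fit of 15 libraries without FOV_1. A miRNA was called differentially expressed at a two-sided Benjamini-Hochberg adjusted p under 0.05 and an FC of at least 2, and log2 FC values are given as the first season minus the second. Season, libraries, tests, miRNA lists and alternatives were chosen before the data were examined, except where stated. Chosen after seeing the data were 4 of the alternatives: a pseudocount of 20 CPM, TMM over the 15 libraries, edgeR's likelihood ratio test and miR-9a as a covariate. Where the settings that ended a call are named, a block for the replicate number is left out, and calls it ended are listed apart. A miRNA with no read in a season was compared with a floor of 3 reads over that season, which is 13.5 CPM in SAN, 15.9 in SOV, 9.29 in SUM and 15.6 in FOV. Folds given as at least divide the observed mean of the other season by this floor. They leave out the counting error of that mean, so the true fold can be smaller. Each of the 4 seasons used 6 to 12 of the paper's 19 mares, so some mares must recur between seasons. Since the mares of each library were not used here, the tests treat libraries of different seasons as independent, although recurring mares can link them. The libraries carry no molecular identifiers, so floors and counting intervals cover counting error only. Simulated counts had 60 miRNAs changed in SUM, all with a mean above 100 CPM. The SOV vs. SUM test called 10.8% of 2-fold, 53.8% of 4-fold and 82.8% of 8-fold changes. In SUM vs. FOV these shares were 9.5%, 42.75% and 76%. Changes in miRNAs of lower mean were not simulated.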

On average, 70% of the reads are successfully mapped to the equine reference genome. In Fig. 2, the principal component analysis (Fig. 2A) and heatmap (Fig. 2B) display distinct miRNA expression profiles and sample clustering for each seasonal group, excluding the FOV_1 sample from further analysis. 

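The libraries of SOV and SUM, SOV and FOV, SAN and SUM, and SAN and FOV lay closer within a season than between seasons. Within seasons, 3 abundant miRNAs differed widely between libraries. MiR-9a, a brain-enriched miRNA, ranged from 177 CPM in SUM_2 to 19711 CPM in SUM_1, and from 627 CPM in SOV_2 to 23218 CPM in SOV_4. MiR-218 was 60987 and 38066 CPM in SUM_1 and SUM_4, 399 and 463 CPM in SUM_2 and SUM_3, and 1018 to 8548 CPM in the libraries of the other seasons. MiR-7, chosen after its values were seen, stood at 39848 and 25436 CPM in SUM_1 and SUM_4, against 1153 and 1353 CPM in SUM_2 and SUM_3. The mean distance between libraries of 2 seasons exceeded the mean within them by 8.44 in SOV vs. FOV, 8.29 in SOV vs. SUM, 5.57 in SAN vs. SUM and 5.18 in SAN vs. FOV (Euclidean distance of log2 values). Each of these 4 gave an exact one-sided permutation p = 0.0286, the smallest that 35 splits allow, and 0.0429 after Benjamini-Hochberg adjustment over the 6 pairs of seasons. SUM and FOV differed by 4.01 (exact one-sided permutation p = 0.171, adjusted p = 0.171). The first principal component held 18.5% and the second 16.3% of the variance over 16 libraries, and 10 of the 16 lay nearest the mean of their own season. FOV_1 lay 31.2 from the SOV mean, 33.4 from the SAN mean, 37.6 from the mean of the other FOV libraries and 37.9 from the SUM mean, and its nearest library was SOV_2 at 34.2. With FOV_1 kept, SOV vs. FOV fell to 5.34 and SAN vs. FOV to 3.39 (exact one-sided permutation p = 0.0571 each). SAN vs. SUM no longer passed without SAN_1 (5.23, exact one-sided permutation p = 0.0571), SAN_2 (3.85, 0.143), SAN_3 (4.48, 0.114) or SAN_4 (4.84, 0.143).

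**Figure D1:**
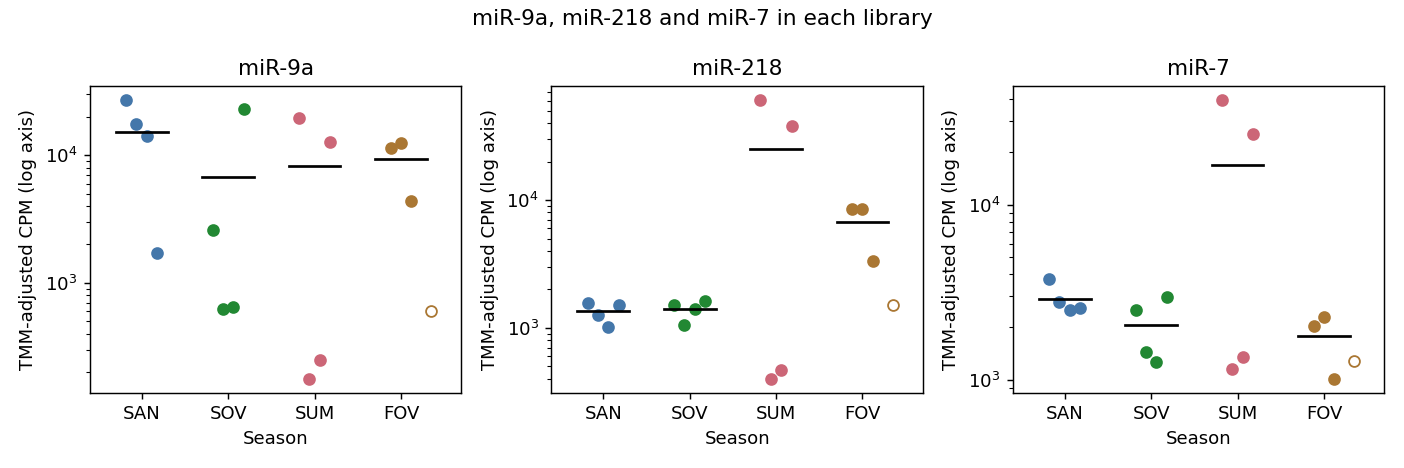
CPM of miR-9a, miR-218 and miR-7 in each library by season, on a log axis. Dots are libraries, bars are season means and the open circle is FOV_1. SUM_2 lies at 177 CPM of miR-9a and SUM_1 at 19711 CPM.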

A total of 282 unique miRNAs were expressed (> 10 CPM), with 235 in the SAN, 231 in the SOV, 238 miRNAs in the SUM, and 249 in the FOV group (Fig. 2C). 

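Most miRNAs expressed in a single season rested on few reads. MiR-592 had 48 reads in SUM, from SUM_1 and SUM_4, and none in SAN or SOV, so it was at least 8.22-fold higher than in SAN and 7.00-fold higher than in SOV, as the mean in SUM over the floor of the other season. Without SUM_1 these limits were 3.12 and 2.66, and without SAN_4 the former was 5.20. MiR-672 had 18 reads in SAN, from SAN_2 and SAN_3, and none in SOV or FOV, a level at least 5.32-fold and 5.41-fold higher, or 2.29 and 2.33 without SAN_2, and 2.50 against FOV without FOV_4. Neither miR-592 nor miR-672 passed in limma in any comparison (adjusted p = 0.136 in SAN vs. SUM for the former and 0.326 in SAN vs. FOV for the latter), while edgeR's quasi-likelihood test called miR-592 in SAN vs. SUM (adjusted p = 0.0325) and SOV vs. SUM (0.0324), and its likelihood ratio test and the miR-9a covariate in SAN vs. SUM, and miR-592 was chosen after its values were seen. Members of the miR-302 family, known from pluripotent cells, were expressed above 10 CPM only in FOV in the case of miR-302a, miR-302c and miR-302d, with at most 10 reads each. In all, 238 miRNAs had a mean above 10 CPM in SAN, 228 in SOV, 235 in SUM and 249 in FOV, and 282 did in at least 1 season. Those specific to a season numbered 9 in SAN, 3 in SOV, 11 in SUM and 14 in FOV, with a median of 3, 2, 7 and 3 reads over the season's libraries. Fewer than 10 reads supported 59 of the miRNAs expressed in SAN, 67 in SOV, 35 in SUM and 68 in FOV. Absence of such a miRNA from another season may therefore reflect depth alone. With a value above 10 CPM required in every library of the season, 149 miRNAs remained in SUM.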

Around 72% (203) of total detected miRNAs were found in all groups, and 13 of the 20 most abundant miRNAs were common to all datasets (Table 1). Among these, six miRNAs (miR-148a, miR-143, miR-99a, miR-192, miR-21, and miR-10b) accounted for 61%–72% of all 20 miRNA expressions. 

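The miRNAs expressed in all 4 seasons carried almost all reads. They numbered 201, or 71.3% of the 282, and held 99.9% of the reads assigned to miRNAs. The lists of the 20 highest season means had 12 miRNAs in common: miR-148a, miR-99a, miR-143, miR-21, miR-10b, miR-26a, miR-10a, let-7g, miR-423-5p, let-7a, miR-27b and miR-192. MiR-148a had the highest mean in SAN (166151 ± 89506 CPM, SD, n = 4), SUM (166685 ± 42352, n = 4) and FOV (136245 ± 51052, n = 3). In SOV its mean was the third highest (126497 ± 90329, n = 4), with SOV_4 at 261751 CPM and the others at 75313 to 88399.7 CPM. Let-7g and let-7a, members of a family that represses growth genes, lay between 18087 and 27385 CPM and between 11395 and 19666 CPM in the season means. MiR-423-5p reached 42337 ± 7941 CPM (SD, n = 4) in SUM and 21877 ± 8856 CPM (SD, n = 4) in SAN. MiR-27b had season means from 15944 CPM in SAN to 22679.9 CPM in SOV. No test was attached to these counts, and 113 miRNAs were shared when a value above 10 CPM was required in every library.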

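Together these 6 miRNAs held a large part of the signal in every season, but not each of them led in each season. By season mean miR-143 had rank 15 in SUM, and miR-192 had rank 17 in SAN and 11 in SOV. The 6 together made up 68.7% of the 20 highest season means in SAN, 72.2% in SOV, 61.5% in SUM and 64.9% in FOV. Of the 20 highest values within each library, they made up 61.4 to 73.8% in SAN and 69.1 to 73.4% in SOV (n = 4 each). The same measure gave 56.6 to 64.3% in SUM (n = 4) and 63.5 to 64.5% in FOV (n = 3). Measured against all miRNAs, the 6 held 58.3% in SAN, 63.6% in SOV, 48.8% in SUM and 51.4% in FOV. MiR-99a, of the miR-99 and miR-100 family, was 162544 ± 25549 CPM in SAN, 137322 ± 15249 in SOV and 79999 ± 48934 in SUM (SD, n = 4 each) and 89090.2 ± 3648 in FOV (n = 3). MiR-21 was 110869.8 ± 56769 CPM in SOV and 49314 ± 8262 CPM in FOV. Within SUM, miR-21 ranged from 31320.0 CPM in SUM_4 to 210821 CPM in SUM_3. MiR-10b, encoded in a HOX cluster, was 52657 ± 13866 CPM in SUM and 31121 ± 5514 CPM in SOV. The 20 highest miRNAs together held 84.8% of the signal in SAN, 88.1% in SOV, 79.4% in SUM and 79.3% in FOV, and no test was made of these shares.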

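MiR-143, which is enriched in smooth muscle and other mesenchymal cells, and miR-192, which is enriched in epithelial tissues such as gut and liver, had their lowest means in different seasons, SUM and SAN. Of the sum of its 4 season means, miR-143 had 41.6% in SOV, 30.1% in SAN, 25.0% in FOV and 3.31% in SUM, so that the mean of the seasons other than SUM was 32.2%. For miR-192 the parts were 41.8% in FOV, 37.6% in SUM, 12.7% in SOV and 7.90% in SAN, with a mean of 30.7% over the seasons other than SAN. The first place of FOV rested on FOV_4 (130169 CPM), without which FOV had 24.2% and SUM 48.9%. Every SUM library lay below every library of the other seasons in miR-143 CPM. The mean CPM of miR-143 in SUM differed from that in SAN, SOV and FOV with an exact two-sided permutation p = 0.0286 each (n = 4 or 3 per season), the smallest possible, and 0.0571 after Benjamini-Hochberg adjustment over the 12 comparisons of both miRNAs. Mean miR-192 differed in the same way between SAN and SUM, SAN and FOV, and SOV and SUM (exact two-sided permutation p = 0.0286 each, adjusted p = 0.0571). The other comparisons gave exact two-sided p from 0.0571 to 0.914, and no comparison passed 0.05 after adjustment.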

MiR-143 had the lowest expression level in the SUM group (3.8%) compared to 32.1% in the other groups, while miR-192 showed a similar pattern with 7.2% in the SAN group versus 31% in the others (Table 1). A detailed list of all expressed miRNAs per season is provided in Additional file 2.

**Fig. 2:**
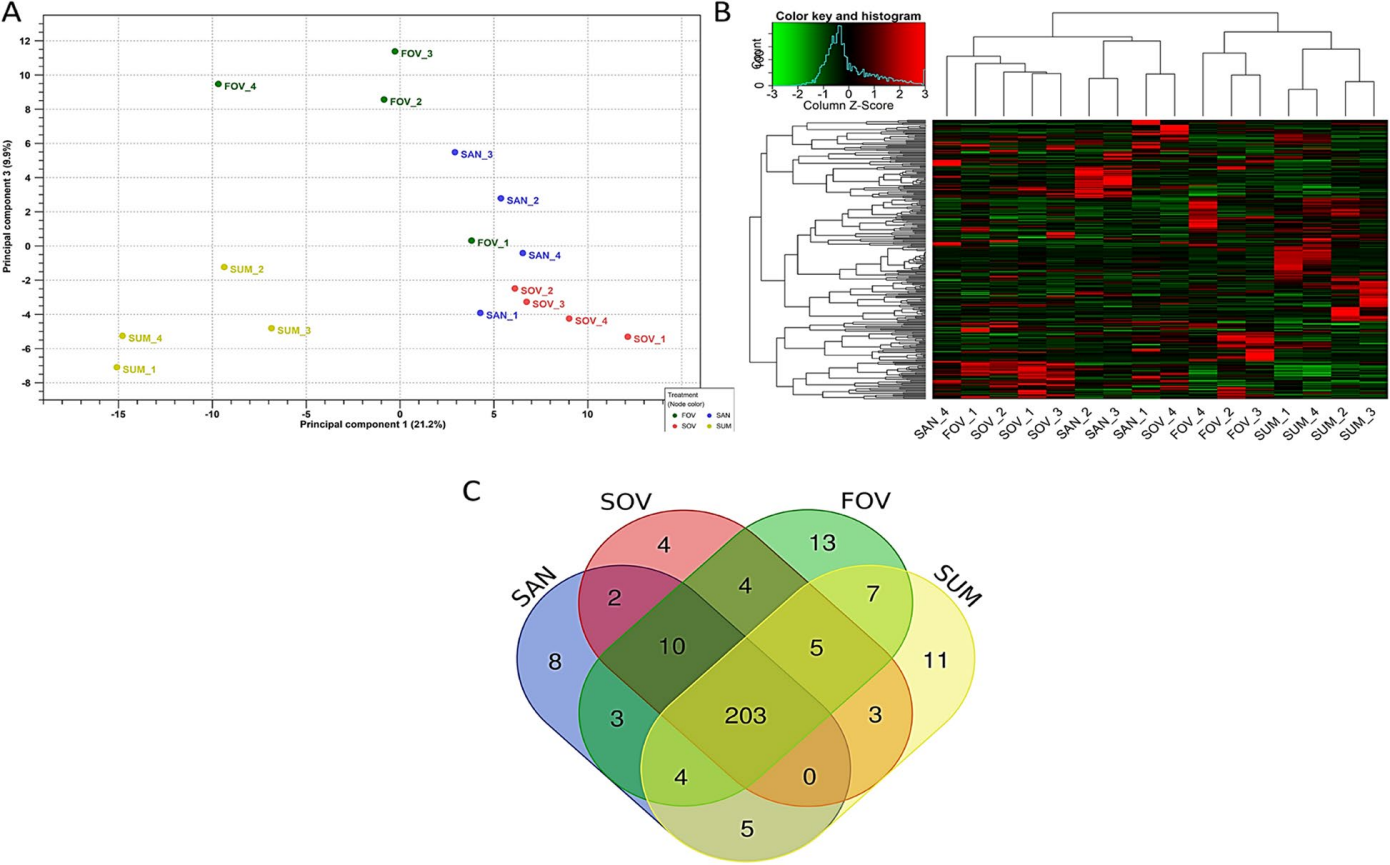
Principal component analysis (PCA), heatmap, and miRNA expression profiles. Small-RNA sequence data and miRNA expression profile overviews. **A** Principal component analysis. **B** Heatmap and hierarchical clustering of expressed miRNAs. Red and green colors represent high and low expressed miRNAs, respectively. **C** miRNA expression profiles in each seasonal group. Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons. EVs and miRNAs were obtained from four independent samples, harboring different suffices (1, 2, 3, or 4) in each group. In the FOV group, however, FOV_1 was removed from further analyses (Fig. 2B and 2C) due to similarity to the SAN group (PCA analysis)

**Table 1:** List of top 20 most abundant FF-EV miRNAs from different seasonal groups

**Name**	**SAN**	**Name**	**SOV**	**Name**	**SUM**	**Name**	**FOV**
**eca-miR-148a**	153217.5	**eca-miR-143**	220236.4	**eca-miR-148a**	185229.96	**eca-miR-148a**	130802.1
**eca-miR-99a**	152297.6	**eca-miR-99a**	139358.2	**eca-miR-21**	110374.93	**eca-miR-143**	124999.3
**eca-miR-143**	148564.7	**eca-miR-148a**	127656.7	**eca-miR-99a**	88377.861	**eca-miR-99a**	85233.95
**eca-miR-21**	66253.57	**eca-miR-21**	112097.5	**eca-miR-192**	61590.064	**eca-miR-192**	59664.31
**eca-miR-10b**	32721.78	**eca-miR-26a**	41150.8	**eca-miR-10b**	59013.673	**eca-miR-21**	47142.89
eca-let-7c	32308.23	**eca-miR-10b**	31779.63	**eca-miR-423-5p**	47375.737	eca-miR-100	33616.31
**eca-miR-26a**	31335.63	**eca-let-7 g**	27746.73	**eca-miR-10a**	38047.633	**eca-miR-10b**	27615.29
**eca-miR-10a**	27625.71	**eca-miR-423-5p**	25721.44	eca-miR-486-5p	28771.487	**eca-miR-423-5p**	27610.03
**eca-let-7 g**	23924.93	**eca-let-7f**	23289.82	eca-miR-218	27141.321	**eca-miR-10a**	24416.9
**eca-miR-423-5p**	20638.59	**eca-miR-27b**	23034.01	eca-miR-215	22536.951	**eca-miR-26a**	23407.8
**eca-let-7a**	18658.87	**eca-miR-192**	19979.72	**eca-let-7 g**	21758.141	eca-miR-215	22890.12
eca-miR-100	17932.95	**eca-let-7a**	18330.15	eca-miR-128	21423.475	eca-miR-24	18177.65
**eca-let-7f**	16062.56	eca-let-7c	16168.63	**eca-miR-26a**	19879.521	**eca-let-7 g**	17308.86
**eca-miR-27b**	14922.12	eca-miR-100	14713.95	**eca-miR-143**	19513.78	**eca-miR-27b**	16276.16
eca-miR-9a	14392.11	**eca-miR-10a**	13075.2	**eca-miR-27b**	19296.781	eca-miR-128	14358.85
eca-miR-1	13990.02	eca-miR-215	12377.61	**eca-miR-7f**	18443.203	eca-miR-27a	12482.74
**eca-miR-192**	10933.04	eca-miR-1	9928.538	eca-miR-22	18431.73	eca-miR-451	12127.98
eca-miR-30d	10138.15	eca-miR-126-3p	9608.478	eca-miR-24	17516.918	**eca-let-7f**	12126.65
eca-miR-24	9319.776	eca-miR-199a-3p	9071.105	eca-let-7c	14230.575	**eca-let-7a**	11556.09
eca-miR-128	7818.761	eca-miR-30d	8234.176	**eca-let-7a**	12710.04	eca-miR-486-5p	10986.71

The 20 most abundant miRNAs are listed from the highly to the lesser abundant in each season, measured as Count Per Million (CPM). The 13 commonly shared miRNAs are bolded. Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

### Differential expression, target gene prediction, and bioinformatic analyses

The volcano plots in Figs. 3 and 4 depict the results of pairwise comparisons. A total of 97 unique miRNAs were found to be differentially expressed (FC > 2.0, FDR < 0.05, CPM > 10), with 11, 14, 74, 06, 67, and 8 miRNAs identified in SOV vs. FOV (Fig. 3A), SUM vs. FOV (Fig. 3B), SOV vs. SUM (Fig. 3C), SAN vs. SOV (Fig. 4A), SAN vs. SUM (Fig. 4B), and SAN vs. FOV (Fig. 4C), respectively. 

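In the limma fit SOV vs. SUM and SAN vs. SUM had the most differentially expressed miRNAs, and SAN vs. SOV had none. MiR-22, a regulator of estrogen receptor alpha, averaged 16428 ± 5220.2 CPM in SUM and 1577 ± 466 CPM in SOV (SD, n = 4 each), a log2 FC of −3.36 (SE 0.52, adjusted p = 0.000301) from limma in SOV vs. SUM. MiR-195, of the miR-15 and miR-16 family that restrains the cell cycle, ran the other way, at 73.5 ± 40.0 CPM in SUM and 742 ± 301 CPM in SOV (log2 FC 3.37, SE 0.59, adjusted p = 0.000695). In SOV vs. SUM 16 miRNAs were higher and 34 lower in SOV, and in SAN vs. SUM 15 were higher and 12 lower in SAN, but 8 and 11 with equal totals and 9 and 17 with TMM over the 15 libraries (chosen after seeing the data). In SOV vs. FOV 8 were lower in SOV and none was higher, and in SUM vs. FOV 2 were higher and 8 lower in SUM. In SAN vs. FOV 1 was higher and 1 lower in SAN. None passed in SAN vs. SOV by limma, where 31 had an unadjusted p under 0.05 (29 higher in SAN), and edgeR's quasi-likelihood test called 0, its likelihood ratio test 1 and DESeq2 1. The 6 comparisons together called 60 miRNAs. Every library of one season lay above every library of the other for 61 miRNAs in SOV vs. SUM (21.6%, where chance gives 2.86%), 48 in SAN vs. SUM (17.0%), 6 in SAN vs. SOV (2.13%), 53 in SOV vs. FOV (18.8%, where chance gives 5.71%), 44 in SUM vs. FOV (15.6%) and 35 in SAN vs. FOV (12.4%). FOV_1 was left out for its profile in these data, and it lay nearer the SOV and SAN means than the FOV mean. The 5.71% does not allow for that choice, and these counts were not made with FOV_1 kept. The median log2 FC of all miRNAs was −0.60 in SOV vs. FOV, −0.51 in SOV vs. SUM and −0.43 in SAN vs. FOV, and median-of-ratios scaling moved it to −0.27, −0.22 and −0.33, with 21 higher and 25 lower in SOV vs. SUM. Leaving out 1 library moved a count by over 1.5 times without SOV_4 (SOV vs. FOV 15, SAN vs. SOV 1), FOV_3 (SUM vs. FOV 4), FOV_4 (SUM vs. FOV 19, SAN vs. FOV 6), SOV_1 (SOV vs. SUM 32) and SAN_1 (SAN vs. SOV 5). SAN vs. FOV fell to 0 without SAN_2, SAN_3 or FOV_2, and SAN vs. SUM to 10 without SUM_4, 12 without SAN_2, 13 without SAN_3 or SUM_2, 14 without SAN_4, 15 without SOV_2, SUM_3 or FOV_3, and 16 without SOV_1, SOV_3 or FOV_2.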

Venn diagrams in Figs. 3D and 4D illustrate the list of differentially expressed miRNAs shared between two comparisons. These miRNAs were either downregulated (in green) or upregulated (in red) in the joint seasonal group of both comparisons. Additionally, all differentially expressed miRNAs in the six comparisons are presented in Fig. 5 and Additional file 3. 

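Comparisons that shared SUM had many called miRNAs in common, and each shared miRNA changed in the same direction in both. SOV vs. SUM and SAN vs. SUM shared 20 miRNAs, where 2.30 would be shared if the calls were independent. No run of 100 simulations without changes shared any, but such runs make few calls, so they cannot judge this overlap. Of the 20 shared miRNAs, 10 were higher in SUM: miR-184, miR-128, miR-125a-5p, miR-192, miR-22, miR-27a, miR-323-3p, miR-409-3p, miR-485-5p and miR-486-3p. The other 10 were lower in SUM: miR-126-3p, miR-182, miR-23b, miR-28-5p, miR-195, miR-451, miR-145, miR-493b, miR-542-3p and miR-143. In SAN vs. SUM the calls of miR-126-3p, miR-128, miR-28-5p, miR-485-5p, miR-486-3p, miR-493b and miR-542-3p each ended when 1 library was left out, for 11 to 13 of the 15 libraries (adjusted p up to 0.128), and with no filter or these seasons fitted alone, among other settings, and the call of miR-27a for 6 libraries (adjusted p up to 0.0807). SUM vs. FOV shared 8 miRNAs with SOV vs. SUM (0.695 if independent) and 8 with SAN vs. SUM (0.511 if independent). MiR-184 and miR-125a-5p were higher, and miR-23b, miR-451, miR-145, miR-493b and miR-143 lower, in SUM in all 3 comparisons. SOV vs. FOV and SOV vs. SUM shared miR-128, miR-146a, miR-27a, miR-409-3p, miR-671-3p and miR-92a, all lower in SOV, 6 in all against 0.965, and the SOV vs. SUM call of miR-146a ended for 6 libraries (adjusted p up to 0.125) and with median-of-ratios scaling, these seasons fitted alone, both tests of edgeR or DESeq2. MiR-1298 was higher in FOV against both SOV and SAN, and let-7c was higher in SAN against both SUM and FOV. Comparisons with a common season share its libraries, and when SAN and SOV were set against different pairs of SUM libraries they shared 2 to 10 miRNAs (median 5.5), where at most 3.39 would be shared if independent.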

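Beyond single miRNAs, 18 of 19 lists of related miRNAs were tested in the 6 comparisons, 108 tests in all, with camera at a preset correlation. Of these tests 12 passed, and 13 of 100 regroupings of the libraries gave at least as many, so chance cannot be excluded. Counts of members by sign are to be read beside the median log2 FC of all miRNAs. That median was −0.60 in SOV vs. FOV, −0.43 in SAN vs. FOV, −0.14 in SAN vs. SUM and 0.22 in SAN vs. SOV. The let-7 family was higher in SAN than in SUM (7 of 7 measured members positive, adjusted p = 0.0202) and FOV (7 of 7, adjusted p = 5.21e-05), and in SOV than in FOV (6 of 7, adjusted p = 0.00144), with let-7c called in the first and second of these and no member called in SOV vs. FOV, the same as adjusted over the list alone. With an estimated correlation these became adjusted p = 0.508, adjusted p = 0.174 and adjusted p = 0.308. MiRNAs of the imprinted DLK1-DIO3 cluster were lower in SOV than in FOV (34 of 36 negative, adjusted p = 0.0202, or adjusted p = 0.593 with an estimated correlation), with 1 called and 2 when adjusted over the list alone. In SAN vs. FOV 28 of 36 were negative (adjusted p = 0.0487, or adjusted p = 0.610 with an estimated correlation) and none was called. In SOV vs. SUM 6 of the cluster's miRNAs were lower and 1 higher, and in SAN vs. SUM 4 were lower and 1 higher, both over all miRNAs and adjusted over the list alone, although camera did not pass. The miR-200 family, which maintains the epithelial state, was higher in SAN than in SOV (5 of 5 positive, adjusted p = 0.0113, or adjusted p = 0.308 with an estimated correlation), with 0 called and 3 adjusted over the list alone. Erythrocyte miRNAs were lower in SOV than in FOV (7 of 7 negative, adjusted p = 0.0487, or adjusted p = 0.262 with an estimated correlation), with 1 called and 5 adjusted over the list alone. MiR-143 and miR-145, tested as a list, were lower in SUM than in FOV, SOV and SAN (adjusted p = 9.27e-05, 9.27e-05 and 0.000122, or adjusted p = 0.111 each with an estimated correlation). The paper's 6 spring transition miRNAs were higher in SAN than in SOV (adjusted p = 1.41e-05, or adjusted p = 0.126 with an estimated correlation) and FOV (adjusted p = 0.0321, or adjusted p = 0.550), but the study chose them on these libraries, so this is not independent evidence.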

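The other lists passed camera in no comparison, and their called members were few. Of the miR-17 and miR-92a family, which promotes proliferation, miR-92a and miR-25 were lower in SOV than in SUM (2 of 11, and 2 adjusted over the list alone; smallest adjusted p of the list 0.0628, in SAN vs. SUM). MiR-195 and miR-497 of the miR-15 and miR-16 family were higher in SOV than in SUM (2 of 7, and 2 adjusted over the list alone; smallest adjusted p 0.0596, in SAN vs. SOV). MiR-192 was the called member of its family with miR-194 and miR-215 in SAN vs. SUM, where all 3 were lower adjusted over the list alone (adjusted p = 0.0596). In the miR-183, miR-96 and miR-182 cluster miR-182 was higher and miR-183 lower in SOV than in SUM (smallest adjusted p of the list 0.0970, in SAN vs. FOV). MiR-23b was higher, and miR-27a and miR-24 lower, in SOV than in SUM among the 5 members of their clusters (smallest adjusted p 0.466 in SUM vs. FOV), and the list's median changed sign with the scaling in SOV vs. FOV and SAN vs. SOV. MiR-99a and miR-100 were higher in SAN than in SUM, 2 of the 5 members of the miR-99, miR-100 and miR-10 list (smallest adjusted p 0.297), and that list's median changed sign with the scaling in SUM vs. FOV. Of marker lists of other cells, the brain list had miR-128 lower in SOV than in FOV (smallest adjusted p 0.0948), the leukocyte list miR-146a lower in SOV than in FOV and SUM (smallest adjusted p 0.145, in SAN vs. SUM), and the muscle list miR-206 lower in SOV than in SUM (smallest adjusted p 0.301, in SAN vs. FOV). The granulosa and follicle list had no called member (smallest adjusted p 0.352, in SOV vs. SUM), the endothelial list had miR-126-3p higher in SOV than in SUM (adjusted p = 0.219), and the miR-302 and miR-371 list had miR-302b lower in SUM than in FOV with 3 lower adjusted over the list alone (adjusted p = 0.123). The liver list held miR-122 alone, which was lower in SOV than in SUM, and by its own unadjusted p also lower in SOV than in FOV. For lists that did not pass, the direction is given of single members only, since the median, camera and fry differed in sign in some, such as the granulosa and follicle list in SOV vs. FOV, SAN vs. SOV and SAN vs. FOV. Calls ended for miR-99a without any library but SOV_4, SUM_1 or FOV_4 (adjusted p up to 0.0980) and with equal totals, TMM over the 15 libraries, these seasons fitted alone, miR-9a as a covariate, edgeR's quasi-likelihood test or edgeR's likelihood ratio test (over all settings 0.00238 to 0.146), for miR-182 without SOV_1 (0.0666), SOV_4 (0.0511), SUM_2 (0.0539) or SUM_4 (0.0542) (over all settings 0.000384 to 0.0666), for miR-497 without SOV_1 (0.0676), SOV_4 (0.0522) or SUM_3 (0.0522) and with these seasons fitted alone (over all settings 0.00169 to 0.0676) and for miR-24 with median-of-ratios scaling (over all settings 0.000988 to 0.0502).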

Among the findings, miR-143 and miR-192 were the two most abundant dysregulated in pairwise comparisons. For example, miR-143 was significantly downregulated in the SUM group compared to SOV (−11.33 FC, FDR = 7.3 × 10^−18^), SAN (−7.64 FC, FDR = 2.78 × 10^−12^), and FOV (−6.43 FC, FDR = 1.62 × 10^−8^). Similarly, miR-192 expression was downregulated in the SAN group compared to SUM (−5.63 FC, FDR = 3.9 × 10^−4^) and FOV (−5.46 FC, FDR = 5.97 × 10^−3^), as well as in the SOV group compared to SUM (−3.08 FC, FDR = 2.02 × 10^−2^). Additionally, several miRNAs appeared unique (e.g., miR-328 and miR-451) or paired (e.g., 302b and miR-429) in different comparisons, such as SAN vs. SOV, SUM vs. FOV, and SOV vs. FOV.

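MiR-143 and miR-145, which are transcribed together and act in smooth muscle differentiation, were both lower in SUM than in each other season. MiR-143 averaged 17314 ± 9229.6 CPM in SUM, 217751 ± 51811 in SOV and 157345 ± 21462 in SAN (SD, n = 4 each), and 131147 ± 44785 in FOV (n = 3). MiR-145 averaged 386 ± 75.1 CPM in SUM, 3653 ± 770.4 in SOV, 2997 ± 594 in SAN and 2819.6 ± 1172 in FOV. The log2 FC of miR-143 was 3.76 (SE 0.36, adjusted p = 1.54e-06) in SOV vs. SUM, 3.31 (SE 0.36, adjusted p = 1.05e-05) in SAN vs. SUM and −2.99 (SE 0.39, adjusted p = 9.10e-05) in SUM vs. FOV, all from limma. MiR-145 followed with 3.23 (SE 0.34, adjusted p = 3.36e-06), 2.95 (SE 0.34, adjusted p = 1.31e-05) and −2.78 (SE 0.37, adjusted p = 9.10e-05) in the same order. No SUM library overlapped a library of another season in either miRNA, and no alternative or left-out library ended any of these 6 calls. The SUM value of miR-143 rested on 4464 reads.

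**Figure D2:**
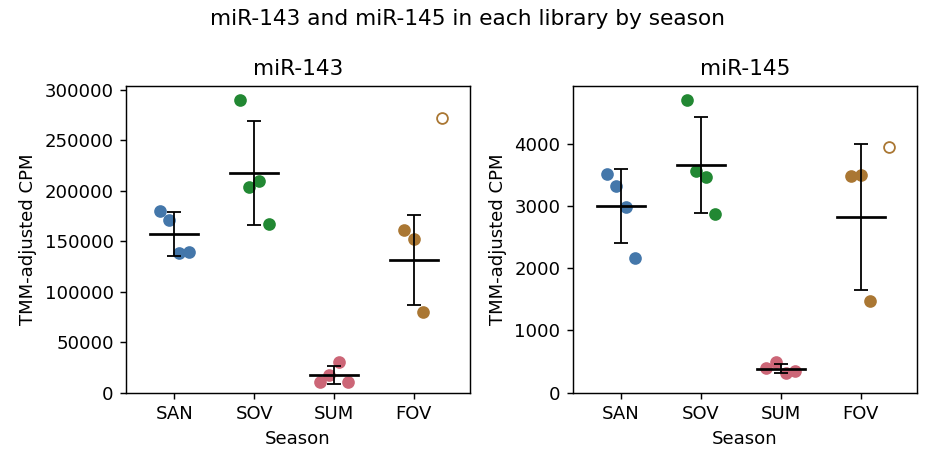
CPM of miR-143 and miR-145 by season. Dots are libraries, bars are season means with the SD as error bars, and the open circle is FOV_1, which is not part of the mean. SUM lies at 17314 CPM of miR-143 and at 386 CPM of miR-145.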

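MiR-192 averaged 11649 ± 4939 CPM in SAN, 18768 ± 15633 in SOV and 55402 ± 13699 in SUM (SD, n = 4 each), and 61686 ± 59724 in FOV (n = 3). It was lower in SAN than in SUM (log2 FC −2.32, SE 0.60, adjusted p = 0.0269 from limma) and lower in SOV than in SUM (log2 FC −1.99, SE 0.60, adjusted p = 0.0264). In SAN vs. FOV the log2 FC of miR-192 was −2.05 (SE 0.65, adjusted p = 0.174), which did not pass, and in SOV vs. FOV it was −1.73 (SE 0.65, adjusted p = 0.145). Over the alternatives the SAN vs. FOV value ranged from −2.63 to −1.29 with adjusted p from 0.0223 to 0.431. MiR-215, of the same seed family, was 6611 ± 2816 CPM in SAN and 20181 ± 3256 in SUM, with a log2 FC of −1.70 (SE 0.66, adjusted p = 0.0977). MiR-194, encoded beside miR-192, had a log2 FC of −3.19 (SE 1.22, adjusted p = 0.0977) in SAN vs. SUM. The SAN vs. SUM call of miR-192 ended without SAN_1 (0.0532), SAN_2 (0.0816) or SUM_4 (0.0715) (over all settings 0.00320 to 0.0816), and the SOV vs. SUM call without SOV_1 (0.108), SOV_4 (0.0982) or SUM_4 (0.0680) and with median-of-ratios scaling, these seasons fitted alone, edgeR's quasi-likelihood test or DESeq2 (over all settings 0.00913 to 0.142). Within FOV the 3 libraries of miR-192 ran from 20405 to 130169 CPM, and their mean was 27445 without FOV_4, while the SOV mean was 12354 without SOV_3.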

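Of these 4 miRNAs, miR-451, an erythrocyte miRNA, was called in 3 comparisons, miR-302b and miR-429 in 1 each and miR-328 in none. MiR-451 was higher in SAN than in SUM (log2 FC 2.55, SE 0.67, adjusted p = 0.0269 from limma) and in SOV than in SUM (log2 FC 2.18, SE 0.67, adjusted p = 0.0288), besides SUM vs. FOV. MiR-302b passed in SUM vs. FOV alone, and not in SOV vs. FOV (2 reads in SOV and 23 in FOV, adjusted p = 0.0732). MiR-429, of the miR-200 family, passed in SOV vs. FOV alone, and not in SOV vs. SUM (3 reads in SOV and 19 in SUM, adjusted p = 0.0558) or in SUM vs. FOV (log2 FC −1.67, SE 1.31, adjusted p = 0.551). Where SOV had at most 3 reads, no fitted log2 FC is given here, because it depends on the pseudocount. MiR-328 had a log2 FC of 0.78 (SE 0.61, adjusted p = 0.409) in SAN vs. SUM and 0.98 (SE 0.65, adjusted p = 0.445) in SAN vs. FOV. Whether the effects differ between comparisons was not tested. The miR-451 call in SAN vs. SUM ended without SAN_1 (0.0547), SAN_2 (0.0610), SAN_4 (0.0539), SUM_1 (0.0651), SUM_3 (0.0522) or SUM_4 (0.0788) and with these seasons fitted alone, edgeR's quasi-likelihood test or edgeR's likelihood ratio test (over all settings 0.000858 to 0.122), and that in SOV vs. SUM without SOV_1 (0.0848), SOV_4 (0.105), SUM_1 (0.0704), SUM_3 (0.0659) or SUM_4 (0.0899) and with these seasons fitted alone, edgeR's quasi-likelihood test or edgeR's likelihood ratio test (over all settings 0.00147 to 0.179).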

**Fig. 3:**
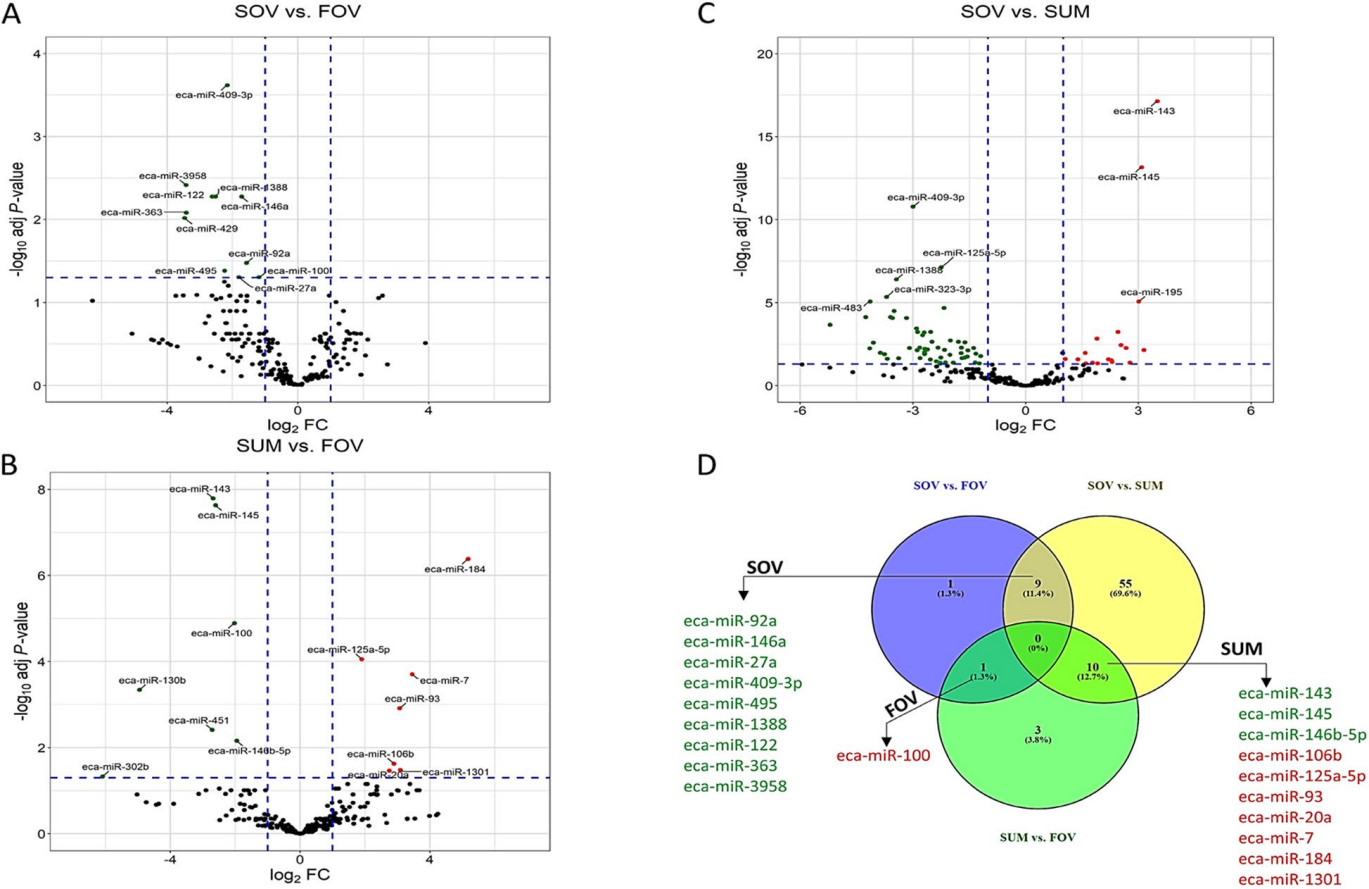
Differential expression and group comparisons. Volcano representations of pairwise comparisons between SOV and FOV (**A**), SUM and FOV (**B**), and SOV and SUM (**C**) are shown. The Venn diagram (**D**) provides the lists of miRNAs that are shared between pairwise comparisons (Red = downregulation and Green = upregulation). Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

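All 8 miRNAs called in SOV vs. FOV were lower in SOV. MiR-92a averaged 3079 ± 407 CPM in SOV (SD, n = 4) and 9737 ± 2430.4 in FOV (SD, n = 3), a log2 FC of −1.64 (SE 0.30, adjusted p = 0.00850) from limma. MiR-128, which is enriched in neurons, averaged 3158 ± 1293 and 14941 ± 5914 CPM (log2 FC −2.29, SE 0.45, adjusted p = 0.00850). MiR-146a, which dampens NF-kB signaling, was 1700.0 ± 1347 CPM in SOV and 5893 ± 601 in FOV (log2 FC −2.07, SE 0.45, adjusted p = 0.0121). MiR-409-3p of the DLK1-DIO3 cluster was 906 ± 364 CPM in SOV and 4357 ± 3427 in FOV (log2 FC −2.09, SE 0.45, adjusted p = 0.0121), and miR-27a was 3519 ± 307 and 12986 ± 8801 CPM (log2 FC −1.69, SE 0.39, adjusted p = 0.0188). MiR-1298 had no read in SOV and 29 in FOV_2, FOV_3 and FOV_4, at least 11.3-fold higher in FOV (adjusted p = 0.00850), and none in FOV_1. Means above moved by over 1.5 times for miR-146a in SOV (1035 without SOV_4), and in FOV for miR-409-3p (2382 without FOV_4) and miR-27a (7918 without FOV_4). MiR-671-3p had 17 reads in FOV and 2 in SOV, a ratio of 8.35 (1.98 to 74.5) with its 95% counting interval (adjusted p = 0.0443), and SOV had no read of it without SOV_4. Calls ended for miR-128 with these seasons fitted alone (over all settings 0.00191 to 0.0682), for miR-146a with median-of-ratios scaling, these seasons fitted alone or edgeR's quasi-likelihood test (over all settings 0.000725 to 0.114), for miR-409-3p with median-of-ratios scaling or these seasons fitted alone (over all settings 0.00191 to 0.132) and for miR-27a without FOV_4 (0.0839) and with median-of-ratios scaling or these seasons fitted alone (over all settings 0.00626 to 0.11). They also ended for miR-1298 with FOV_1 kept (over all settings 0.000742 to 0.0642, with no adjusted p from DESeq2) and for miR-671-3p without any library but SAN_1 or SOV_4 (adjusted p up to 0.111) and with a pseudocount of 0.25 CPM, a pseudocount of 20 CPM, median-of-ratios scaling, TMM over the 15 libraries, these seasons fitted alone, edgeR's quasi-likelihood test or edgeR's likelihood ratio test (over all settings 0.00252 to 0.172, with no adjusted p from DESeq2).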

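In SUM vs. FOV miR-184 and miR-125a-5p were the called miRNAs higher in SUM. MiR-184 averaged 3148 ± 3498 CPM in SUM (SD, n = 4) and 106 ± 84.9 in FOV (SD, n = 3), a log2 FC of 4.61 (SE 0.75, adjusted p = 0.000879) from limma, and its SUM libraries ran from 949 CPM in SUM_4 to 8370.2 CPM in SUM_3, with a mean of 1407 without SUM_3 and, in FOV, of 57.6 without FOV_2. MiR-125a-5p, of the lin-4 family, averaged 6170.0 ± 2559 and 1924 ± 285 CPM (log2 FC 1.60, SE 0.37, adjusted p = 0.0219). Lower in SUM were miR-146b-5p (log2 FC −2.21, SE 0.56, adjusted p = 0.0323), a relative of miR-146a, and miR-23b (log2 FC −1.86, SE 0.49, adjusted p = 0.0358), beside miR-143, miR-145, miR-100, miR-451 and miR-302b. MiR-493b, of the DLK1-DIO3 cluster, had 13 reads in FOV and 2 in SUM, a ratio of 10.9 (2.47 to 99.5) with its 95% counting interval (adjusted p = 0.0323), and SUM had no read of it without SUM_4. Calls ended for miR-184 with these seasons fitted alone (over all settings 1.21e-07 to 0.0583), for miR-125a-5p without SUM_2 (0.0627), FOV_2 (0.102) or FOV_3 (0.0915) and with these seasons fitted alone (over all settings 0.000732 to 0.102) and for miR-146b-5p without SUM_1 (0.0562), SUM_4 (0.0846), FOV_2 (0.154) or FOV_3 (0.148) and with FOV_1 kept, TMM over the 15 libraries, these seasons fitted alone or edgeR's quasi-likelihood test (over all settings 0.00173 to 0.154, with no adjusted p from DESeq2). They also ended for miR-23b without any library but SAN_1, SAN_4, SOV_1, SOV_4, SUM_1 or FOV_4 (adjusted p up to 0.223) and with equal totals, TMM over the 15 libraries, these seasons fitted alone, miR-9a as a covariate or edgeR's quasi-likelihood test (over all settings 0.00720 to 0.231) and for miR-493b without SOV_3 (0.0508), SUM_1 (0.0562), SUM_2 (0.0715), SUM_3 (0.0709), FOV_2 (0.154) or FOV_3 (0.137) and with these seasons fitted alone, edgeR's quasi-likelihood test or DESeq2 (over all settings 0.00924 to 0.162).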

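In SOV vs. SUM, miR-23b, a regulator of epithelial and immune signaling, averaged 1829 ± 761 CPM in SOV and 287 ± 151 in SUM (SD, n = 4 each), a log2 FC of 2.72 (SE 0.45, adjusted p = 0.000519) from limma. MiR-126-3p, which is enriched in endothelial cells, was also higher in SOV, at 9494 ± 1386 against 3594 ± 2180.3 CPM (log2 FC 1.55, SE 0.36, adjusted p = 0.00804). MiR-26a averaged 40486 ± 3362 CPM in SOV and 17708 ± 4904 in SUM (log2 FC 1.23, SE 0.29, adjusted p = 0.00832). Called members of the DLK1-DIO3 cluster, miR-493b apart, were lower in SOV, among them miR-409-3p (log2 FC −2.99, SE 0.41, adjusted p = 0.000101; 6777 ± 1050.5 CPM in SUM), miR-323-3p (log2 FC −3.51, SE 0.66, adjusted p = 0.00138; 127 ± 63.8 against 1546 ± 1120.4 CPM) and miR-543 (log2 FC −2.22, SE 0.53, adjusted p = 0.00804). MiR-128 (log2 FC −2.71, SE 0.42, adjusted p = 0.000301) and miR-122, a liver miRNA (log2 FC −2.87, SE 0.67, adjusted p = 0.00804; 1592 ± 1684 against 8282 ± 936 CPM), were lower in SOV too. Among miRNAs that red blood cells carry, miR-92a (log2 FC −1.49, SE 0.27, adjusted p = 0.00123), miR-25 (log2 FC −1.90, SE 0.42, adjusted p = 0.00657) and miR-486-5p (log2 FC −2.40, SE 0.63, adjusted p = 0.0140) were lower in SOV, while miR-451 was higher. MiR-326 had no read in SOV and 22 in SUM, at least 5.10-fold higher in SUM (adjusted p = 0.00517). MiR-671-3p had 2 reads in SOV and 58 in SUM, a ratio of 17.0 (4.50 to 144), and miR-486-3p had 3 and 152, a ratio of 29.7 (9.97 to 146), each with its 95% counting interval (adjusted p = 0.00326 and 0.0199). The ratio of miR-486-3p was 10.9 without SUM_2, 44.9 without SUM_4 and 62.8 without SOV_2, and without SOV_4 miR-671-3p had no read in SOV. Mean miR-323-3p in SUM was 987 without SUM_2, and mean miR-122 in SOV 756 without SOV_4. Calls ended for miR-486-5p without SOV_1 (0.0542) and with these seasons fitted alone (over all settings 0.000973 to 0.0907) and for miR-486-3p without SOV_3 (0.0520), SOV_4 (0.0600) or SUM_2 (0.0643) and with these seasons fitted alone (over all settings 0.000209 to 0.0643).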

**Fig. 4:**
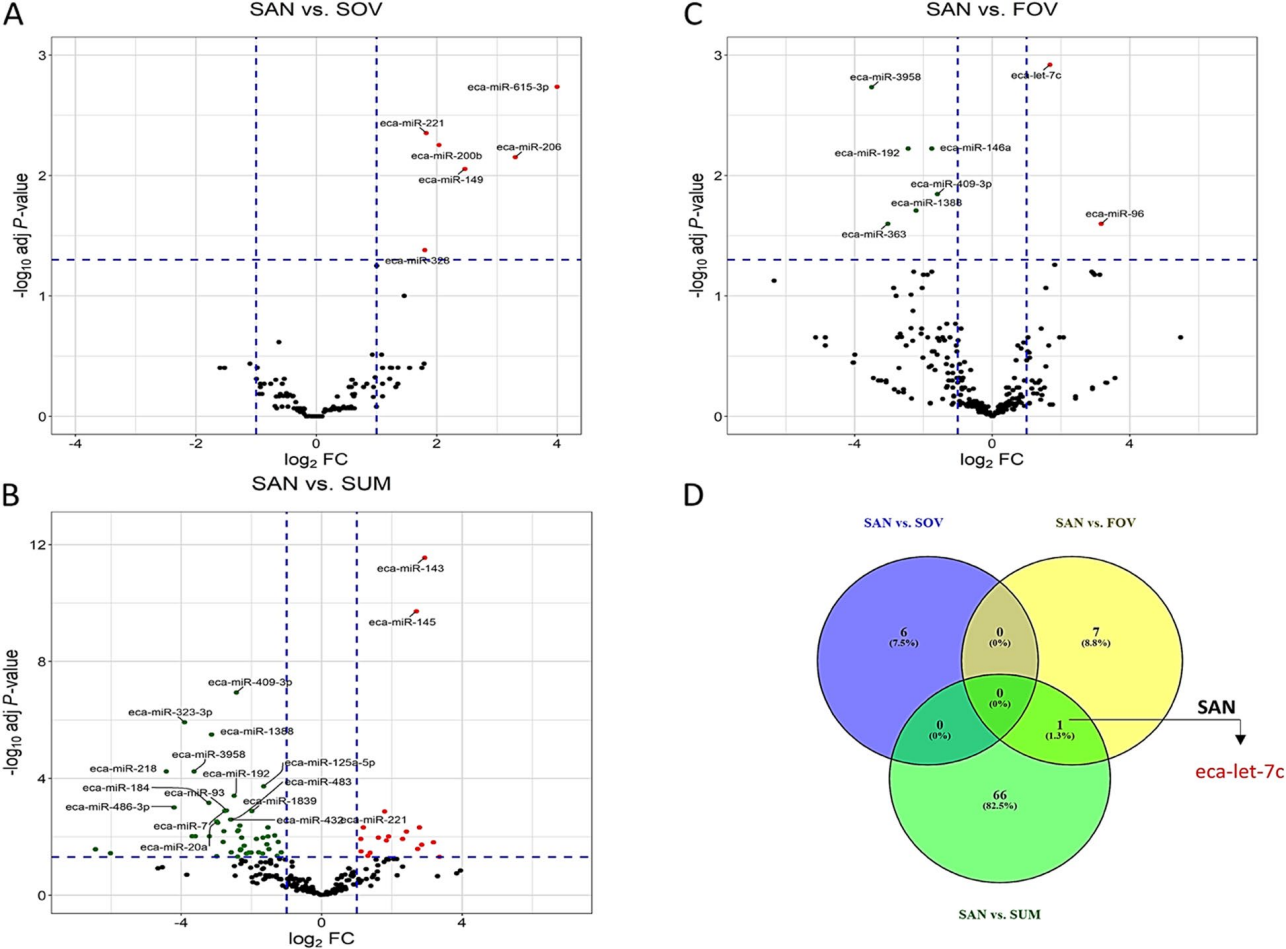
Differential expression and group comparisons. Volcano representations of pairwise comparisons between SAN and SOV (**A**), SAN and SUM (**B**), and SAN and FOV (**C**) are shown. The Venn diagram (**D**) shows the miRNAs that are shared between pairwise comparisons (Red = downregulation and Green = upregulation). Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

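The anovulatory season differed from SUM in many of the miRNAs that also set SOV apart from SUM. MiR-23b was higher in SAN than in SUM (1263 ± 81.8 CPM in SAN, SD, n = 4; log2 FC 2.27 (SE 0.45, adjusted p = 0.00505) from limma), as were miR-195 (log2 FC 2.42, SE 0.59, adjusted p = 0.0225) and miR-182 (log2 FC 1.82, SE 0.48, adjusted p = 0.0269). MiR-221, which promotes cell cycle entry by targeting CDKN1B, was higher in SAN as well (log2 FC 1.70, SE 0.51, adjusted p = 0.0491). Lower in SAN were miR-323-3p (122 ± 74.0 CPM, SD, n = 4; log2 FC −3.67 (SE 0.66, adjusted p = 0.00269)) and miR-409-3p (1487 ± 312 CPM; log2 FC −2.20 (SE 0.41, adjusted p = 0.00344)) of the DLK1-DIO3 cluster, and miR-22 (3907 ± 2290.2 CPM; log2 FC −2.24 (SE 0.52, adjusted p = 0.0189)). MiR-125a-5p (log2 FC −1.37, SE 0.35, adjusted p = 0.0269) and miR-184 (log2 FC −2.68, SE 0.70, adjusted p = 0.0269) were lower in SAN too. In SAN vs. FOV the called miRNAs were let-7c, higher in SAN, and miR-1298, with no read in SAN, where it was at least 13.2-fold lower, or 8.38-fold without SAN_4 (adjusted p = 0.0184). None of the 282 miRNAs passed in SAN vs. SOV, where the smallest adjusted p was 0.196. Calls ended for miR-195 without SAN_4 (0.0510) (over all settings 0.00154 to 0.0510), for miR-22 with these seasons fitted alone (over all settings 0.00292 to 0.0523), for miR-182 without SAN_2 (0.0794), SAN_3 (0.0694), SUM_2 (0.0717) or SUM_4 (0.0737) (over all settings 0.00135 to 0.0794), for miR-125a-5p without SAN_1 (0.0513) or SUM_2 (0.0717) and with these seasons fitted alone (over all settings 0.00221 to 0.0717) and for miR-184 without SAN_2 (0.0884), SAN_3 (0.0571) or SUM_3 (0.0682) and with these seasons fitted alone (over all settings 0.000648 to 0.0884). They also ended for miR-221 without any library but SAN_1 or SOV_4 (adjusted p up to 0.133) and with a pseudocount of 0.25 CPM, no filter, median-of-ratios scaling, equal totals, TMM over the 15 libraries, these seasons fitted alone or miR-9a as a covariate (over all settings 0.00243 to 0.133) and for miR-1298 without SAN_2 (0.0675), SAN_3 (0.0668) or FOV_2 (0.0704) and with FOV_1 kept or edgeR's quasi-likelihood test (over all settings 0.000327 to 0.111).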

**Fig. 5:**
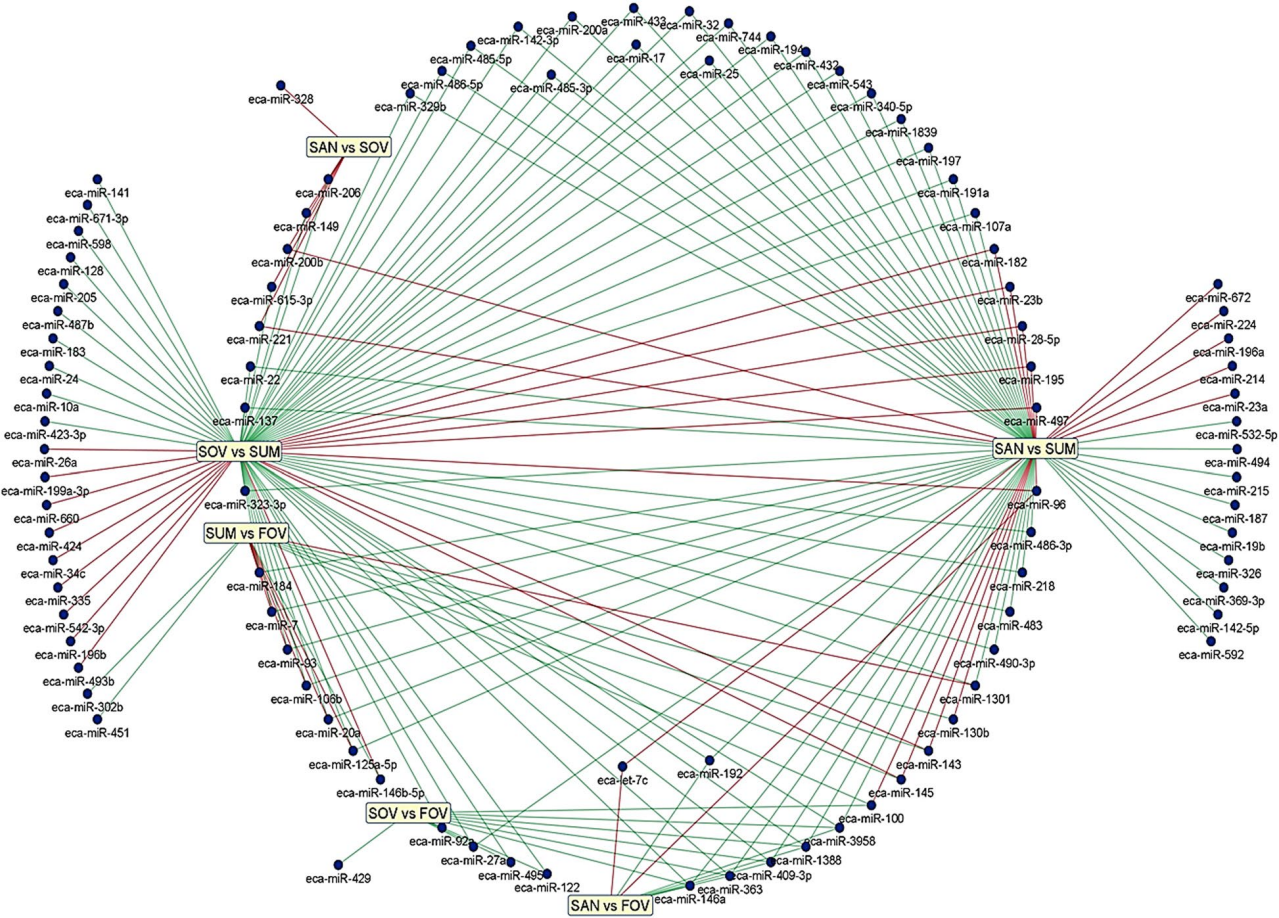
All differentially expressed (DE) miRNAs. All DE-miRNAs from the six different comparisons. Up- and down-regulated miRNAs from each comparison are presented as red and green lines, respectively. Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

The subsets of differentially expressed miRNAs, including miR-143 and miR-192 (among the top 20 most abundant), as well as miR-149, miR-200b, miR-206, miR-221, miR-328, and miR-615 (spring transition), were chosen for target gene prediction and bioinformatic analyses. Results in Table 2, miR-143, targeting 74 genes, are mainly associated with post-translation modifications like phosphoprotein, isopeptide bound, Ubl conjugation, and methylation. Conversely, miR-192, targeting 49 genes, did not show significant enrichments. All six miRNAs upregulated in SAN vs. SOV targeted 634 genes, significantly enriched in diverse biological functions including DNA-, RNA-, and miRNA- “binding”, “transcription factor activity”, “sequence-specific DNA binding”, and post-translation modifications such as acetylation and methylation. 

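Each of the 6 miRNAs had a higher mean in SAN than in SOV, but none passed the limma test. MiR-206, a muscle miRNA that targets estrogen receptor alpha, averaged 2244 ± 3097 CPM in SAN and 189 ± 266 in SOV (SD, n = 4 each), a log2 FC of 3.55 (SE 1.06, adjusted p = 0.196). Its SAN mean was 721 without SAN_1, a library also far above the others of SAN in miR-1, another muscle miRNA (48382 CPM, others 3364 to 6130.2), and its SOV mean was 57.6 without SOV_3. Without SAN_1 the log2 FC of miR-206 was 2.61 (adjusted p = 0.265). MiR-615-3p, encoded in a HOX cluster, averaged 2179 ± 2259 and 126 ± 67.4 CPM (log2 FC 3.11, SE 0.99, adjusted p = 0.196), and its SAN mean was 1409 without SAN_3. MiR-149 averaged 436 ± 335 and 75.5 ± 25.9 CPM (log2 FC 2.13, SE 0.68, adjusted p = 0.196), and miR-200b 3473 ± 2059 and 809 ± 412 CPM (log2 FC 1.93, SE 0.62, adjusted p = 0.196). MiR-221 averaged 3092 ± 2127 and 851 ± 437 CPM (log2 FC 1.69, SE 0.51, adjusted p = 0.196). The SAN and SOV libraries overlapped in all 6, and all 6 were higher when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. Without SAN_1, miR-615-3p passed at adjusted p = 0.0118 and miR-149, miR-200b and miR-221 at adjusted p = 0.0407 (over all settings 0.0118 to 0.721 for miR-615-3p and 0.0407 to 0.721 for the others), and miR-206 ranged from 0.0850 to 0.721 over all settings. From the higher expression of these miRNAs in SAN, the paper proposes that they hold the oocyte in meiotic arrest and regulate the cell cycle.

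**Figure D3:**
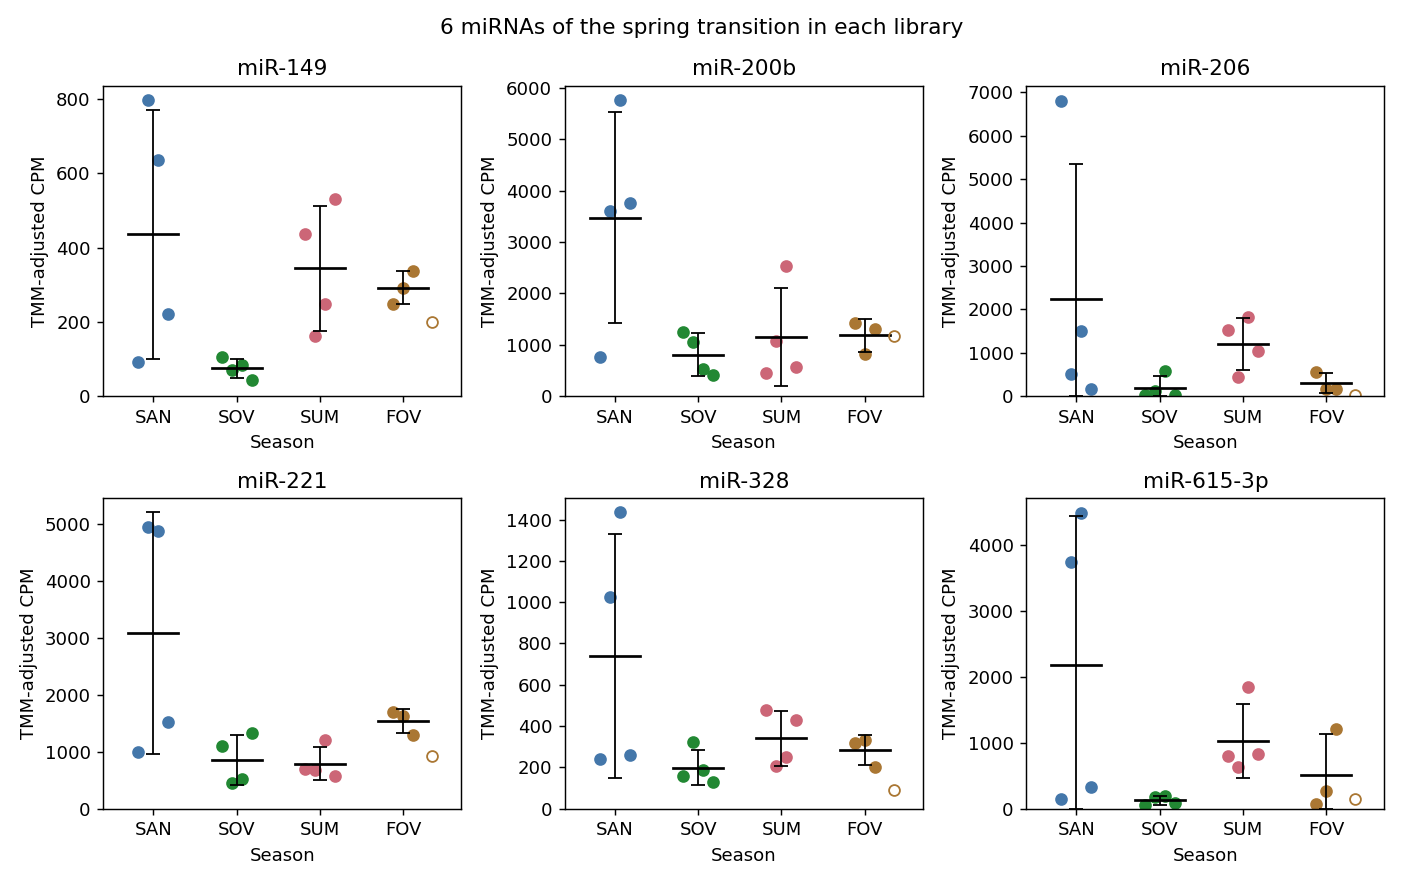
CPM of miR-149, miR-200b, miR-206, miR-221, miR-328 and miR-615-3p by season. Dots are libraries, bars are season means with the SD as error bars, and the open circle is FOV_1, which is not part of the mean. In each panel the SAN and SOV dots overlap.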

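MiR-328 averaged 740.5 ± 591 CPM in SAN and 198 ± 86.1 CPM in SOV (SD, n = 4 each). Its log2 FC in SAN vs. SOV was 1.56 (SE 0.61, adjusted p = 0.374) from limma, so this difference between the spring seasons did not pass the test. The highest SAN library of miR-328 lay at 1436 CPM and the lowest at 242 CPM. Over all alternatives and left-out libraries the log2 FC of miR-328 stayed between 1.10 and 1.95, with adjusted p from 0.112 to 0.898.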

The specific upregulation of miR-328 in SAN (vs. SOV; +3.48 FC), targeting 46 genes, showed significant enrichment in the “endoplasmic reticulum” cellular components. Additionally, the specific upregulation of miR-302b in SUM (vs. FOV; −68.13 FC) targeted 118 genes, enriched in various biological pathways related to cellular component (i.e., “nucleoplasm”), molecular function (i.e., “DNA-binding,” “transcription factor activity,” and “sequence-specific DNA binding”), and biological process (i.e., transcription and transcription regulation). Both miR-100 and let-7c were significantly dysregulated in multiple comparisons. 

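MiR-302b, a miRNA of pluripotent cells, had 23 reads in FOV_2, FOV_3 and FOV_4 together and none in SUM. Its level in FOV was 155 ± 158 CPM (SD, n = 3), so miR-302b was lower in SUM than in FOV. This mean was 16.7-fold the floor of SUM, a limit that leaves out the counting error of the 23 reads. The difference passed in limma (adjusted p = 0.0289), and the fitted log2 FC is not given because it depends on the pseudocount. MiR-302c, of the same cluster, had 10 reads in FOV and none in any other season, at least 8.03-fold higher in FOV than in SUM (adjusted p = 0.0848). Without FOV_3 these limits were 6.95 for miR-302b (FOV mean 64.6 CPM) and 2.44 for miR-302c, and without SUM_4 10.1 and 4.89. The miR-302b call ended without SUM_2 (0.0627), SUM_3 (0.0581), SUM_4 (0.0601), FOV_2 (0.0815) or FOV_3 (0.137) and with FOV_1 kept (over all settings 0.00168 to 0.137).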

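MiR-100, a repressor of mTOR, was highest in FOV, at 35233 ± 13787 CPM (SD, n = 3), and lowest in SUM, at 7403 ± 874 CPM (SD, n = 4). It averaged 19101 ± 4499 CPM in SAN and 14581 ± 6486 in SOV (SD, n = 4 each). MiR-100 was lower in SUM than in FOV (log2 FC −2.17, SE 0.36, adjusted p = 0.000888 from limma) and higher in SAN than in SUM (log2 FC 1.35, SE 0.34, adjusted p = 0.0259). Its log2 FC in SOV vs. FOV was −1.27 (SE 0.36, adjusted p = 0.0606), which did not pass, with adjusted p over all settings from 0.0130 to 0.337. In SOV vs. SUM the log2 FC of miR-100 was 0.90 (SE 0.34, adjusted p = 0.0697). The SAN vs. SUM call ended without SAN_1 (0.0513) or SUM_4 (0.0684) (over all settings 0.00110 to 0.0684).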

MiR-100 was downregulated in SOV vs. FOV (−2.28 FC) and SUM vs. FOV (−4.06 FC) and upregulated in SAN vs. SUM (+2.17 FC), targeting 20 genes significantly enriched for “protein binding”. 

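Let-7c, a member of a family that represses growth genes such as HMGA2, averaged 33781 ± 13732 CPM in SAN and 12709 ± 3232 in SUM (SD, n = 4 each), and 10533 ± 1416 in FOV (n = 3). It was higher in SAN than in FOV (log2 FC 1.60, SE 0.33, adjusted p = 0.0213 from limma) and in SUM (log2 FC 1.36, SE 0.31, adjusted p = 0.0168). Every SAN library lay above every FOV and every SUM library in let-7c. The SAN vs. FOV call of let-7c ended without SAN_2 (0.0889), SAN_3 (0.0668) or FOV_2 (0.0759) and with equal totals, TMM over the 15 libraries, these seasons fitted alone or edgeR's quasi-likelihood test (over all settings 0.000145 to 0.129), and the SAN vs. SUM call without SUM_4 (0.0559) and with these seasons fitted alone (over all settings 0.000455 to 0.0575).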

Meanwhile, let-7c was upregulated in SAN vs. FOV (+3.2 FC) and vs. SUM (+2.27 FC), targeting 311 genes enriched in various biological pathways, including the “p53 signaling pathway”, “glutamatergic synapse”, “response to gamma radiation”, and “endoplasmic reticulum.”

**Table 2:** Enrichment analysis of selected miRNA clusters

**miRNA**			**Seasonal comparisons**	**Biological pathways (*P* < 0.1)**
**Expression status**		**IDs** (# of Gene targets)	(Expression in 1^st^ stated group)	
Abundant	DE	miR-143 (74)	SUM-SOV (Down) SUM-SAN (Down) SUM-FOV (Down)	➢ KW-1017 ~ Isopeptide bond (PTM) ➢ KW-0832 ~ Ubl conjugation (PTM) ➢ KW-0597 ~ Phosphoprotein (PTM) ➢ KW-0488 ~ Methylation (PTM)
		miR-192 (49)	SAN-FOV (Down) SOV-SUM (Down) SAN-SUM (Down)	No significant enrichments
Transitional	Spring (DE)	miR-149 miR-200b miR-206 miR-221 miR-328 miR-615 (Total of 634)	SAN-SOV (Up)	➢ KW-0832 ~ Ubl conjugation (PTM) ➢ KW-1017 ~ Isopeptide bond (PTM) ➢ GO:0000381 ~ Regulation of alternative mRNA splicing (BP) ➢ KW-0694 ~ RNA-binding (MF) ➢ KW-0227 ~ DNA damage (BP) ➢ KW-0238 ~ DNA-binding (MF) ➢ GO:0000785 ~ chromatin (CC) ➢ GO:0003700 ~ transcription factor activity, sequence-specific DNA binding (MF) ➢ GO:0008139 ~ nuclear localization sequence binding (MF) ➢ GO:0035198 ~ miRNA binding (MF)
				➢ KW-0597 ~ Phosphoprotein (PTM) ➢ KW-0007 ~ Acetylation (PTM) ➢ KW-0488 ~ Methylation (PTM)
	Spring (Specific)	miR-328 (46)	SAN-SOV	➢ KW-0256 ~ Endoplasmic reticulum (CC)
	Fall (Specific)	miR-451 (1)	SUM-FOV	➢ Interleukin 6 receptor (IL6R)
		miR-302b (118)	SUM-FOV	➢ KW-0010 ~ Activator (MF) ➢ KW-0805 ~ Transcription regulation (BP) ➢ KW-0804 ~ Transcription (BP) ➢ KW-0597 ~ Phosphoprotein (PTM) ➢ GO:0003700 ~ transcription factor activity, sequence-specific DNA binding (MF) ➢ GO:0003677 ~ DNA binding (MF) ➢ GO:0005654 ~ Nucleoplasm (CC) ➢ GO:0005634 ~ Nucleus (CC) ➢ GO:0000978 ~ RNA polymerase II core promoter proximal region sequence-specific DNA binding (MF) ➢ GO:0003682 ~ chromatin binding (MF) ➢ GO:0001228 ~ transcriptional activator activity, RNA polymerase II transcription regulatory region sequence-specific binding (MF)
		miR-429 (none)	SOV-FOV	N/A
Multi-seasonal		Let-7c (311)	SAN-FOV SAN-SUM	➢ GO:0098978 ~ glutamatergic synapse (CC) ➢ GO:0005783 ~ endoplasmic reticulum (CC) ➢ GO:0010332 ~ response to gamma radiation (BP) ➢ KW-0597 ~ Phosphoprotein (PTM) ➢ hsa04115: p53 signaling pathway (KEGG) ➢ GO:0005739 ~ mitochondrion (CC) ➢ GO:0005829 ~ cytosol (CC) ➢ GO:0005654 ~ nucleoplasm (CC) ➢ GO:0005737 ~ cytoplasm (CC)
		miR-100 (20)	SOV-FOV SUM-FOV SAN-SUM	➢ GO:0005515 ~ protein binding (MF)

*DE* Differentially expressed or Differential expression, *Down* Downregulated, *Up* Upregulated, *CC* Cellular component, *MF* Molecular function, *BP* Biological process, *PTM* Post-translational modification, *GO* Gene Ontology, *KW* Key word, *KEGG* Kyoto Encyclopedia of Genes and Genomes. Experimental groups are represented as *SAN* Spring Anovulatory, *SOV* Spring Ovulatory, *SUM* Summer, and *FOV* Fall Ovulatory seasons

Cluster analysis revealed nine distinct patterns of miRNA expression across seasons (Fig. 6A), with a substantial number of miRNAs associated with each cluster (Fig. 6B). 

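With 9 fuzzy c-means clusters of the season means, the largest groups of miRNAs peaked in SUM and FOV. Clusters highest in SUM held 107 miRNAs, those highest in FOV 83, those highest in SOV 58 and the one highest in SAN 34. Clusters highest in SOV held 21 without SOV_1, 25 without SAN_1, 34 without SUM_4, 35 without SAN_4 or with FOV_1 kept, 36 without FOV_3, 37 without SAN_2 and 38 with 12 centres. MiR-143 and miR-145 fell in a cluster of 33 miRNAs high in SOV and SAN and low in SUM, which held 14 called miRNAs. MiR-302b, miR-429 and miR-451 shared a cluster of 35 miRNAs highest in FOV, miR-192 and miR-122 another of 26, and miR-100 the last of 22. By the highest season mean alone, with no clustering, 99 miRNAs peaked in SUM, 87 in FOV, 54 in SAN and 42 in SOV, and 25, 15, 9 and 11 of these were called in any comparison. Cluster membership was low, with a median of 0.279 to 0.399 over the clusters, and no test was made of cluster sizes. The fuzzifier, a setting for how evenly memberships spread over the clusters, was 2.87. The size of a membership thus reflects this setting as well as the data.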

Three clusters demonstrating critical seasonal patterns displayed significant numbers of DE-miRNA (12, 25, and 19 for Clusters 1, 4, and 6, respectively), thereby allowing for further pathway analyses. Cluster 1 exhibited the highest expression levels of 37 miRNAs in the SAN group (Fig. 7A). In contrast, both Cluster 4 (Fig. 8A) and Cluster 6 (Fig. 9A) displayed similar highest expressions of 43 and 48 miRNAs, respectively, in the SUM group. 

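The cluster highest in SAN held 34 miRNAs, of which 5 were called in a comparison. Let-7c was called in SAN vs. SUM and SAN vs. FOV, and miR-221 in SAN vs. SUM. MiR-149, miR-206 and miR-615-3p were called in SOV vs. SUM alone, and in no comparison with SAN. Let-7c belonged to this cluster with a membership of 0.490. Clusters highest in SAN held 62 miRNAs without SAN_1, 61 without SOV_1, 57 without SUM_1, SUM_4 or FOV_2, 55 without SAN_2, 54 without SAN_4 and 53 with FOV_1 kept. Assigned to the season of its highest mean instead, the number for SAN was between 50 and 61 over all left-out libraries.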

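SUM had 3 clusters of its own, which held miRNAs with different levels in FOV. A cluster of 45 miRNAs with a mean standardized level of 1.44 in SUM and −0.54 in FOV held miR-184, miR-125a-5p, miR-1301, miR-141 and miR-340-5p as called members. A cluster of 34 miRNAs (1.35 in SUM, −0.06 in FOV) held 10 called members, among them miR-22, miR-25, miR-183, miR-323-3p, miR-483 and miR-486-5p. A cluster of 28 miRNAs (1.02 in SUM, 0.51 in FOV) held 12, among them miR-128, miR-409-3p, miR-543, miR-92a and miR-200a. MiR-409-3p had a membership of 0.396 in its cluster, miR-22 of 0.522 and miR-184 of 0.727. MiR-483, encoded in the IGF2 gene, had 231 reads in SUM and 8 in SOV, a log2 FC of −5.14 (SE 1.18, adjusted p = 0.00763) from limma in SOV vs. SUM, which ended with these seasons fitted alone (over all settings 4.83e-05 to 0.0562). Calls in SOV vs. SUM also ended for miR-1301 without SOV_2 (0.0580), SOV_3 (0.0540) or SOV_4 (0.0600) (over all settings 0.000973 to 0.0600), for miR-141 without SOV_4 (0.0522) or SUM_3 (0.0677) and with these seasons fitted alone (over all settings 0.00181 to 0.0994) and for miR-200a without SOV_1 (0.0524), SOV_3 (0.0840), SUM_2 (0.0574) or SUM_3 (0.0817) and with median-of-ratios scaling or these seasons fitted alone (over all settings 0.00261 to 0.0988). Over left-out libraries 79 to 117 miRNAs fell in clusters highest in SUM.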

DE-miRNAs were found in 4 (Clusters 1 and 4; Figs. 7B and 8B) and 3 (Cluster 6; Fig. 9B) different comparisons, leading to significant enrichments of various pathways (Figs. 7C, 8C, and 9C).

**Fig. 6:**
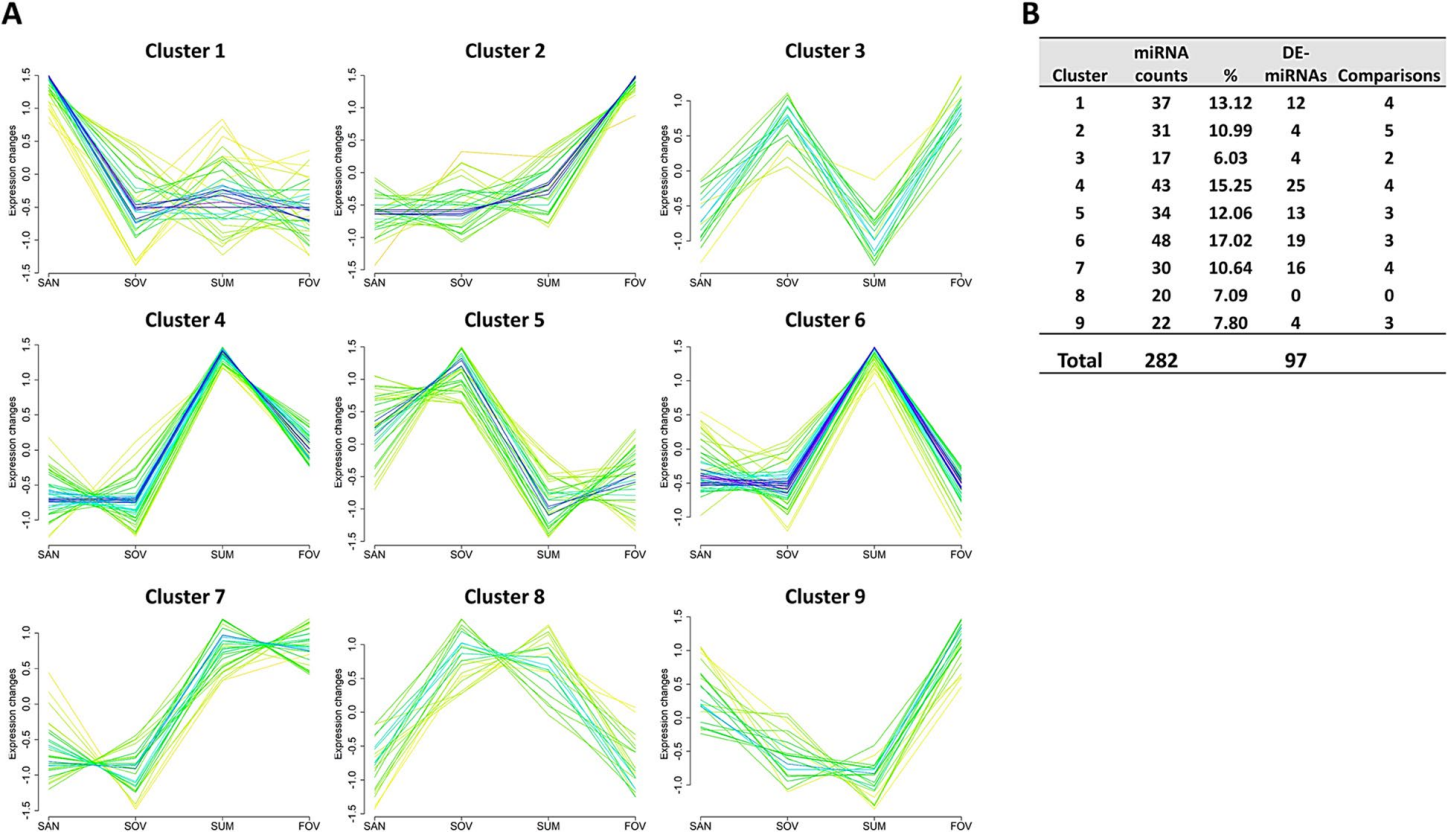
Clustering analysis of extracellular vesicle–coupled microRNAs across the different seasons. **A** Nine different miRNA expression patterns in the follicular fluid extracellular vesicles across the seasons. **B** The counts and percentages of expressed microRNAs (miRNAs) and the differentialy expressed (DE) miRNAs from the different comparisons in each cluster. Each line represents one miRNA that fits (better: red, purple, and blue lines; lesser: yellow or green lines) with its pattern of expression within the cluster. Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

**Fig. 7:**
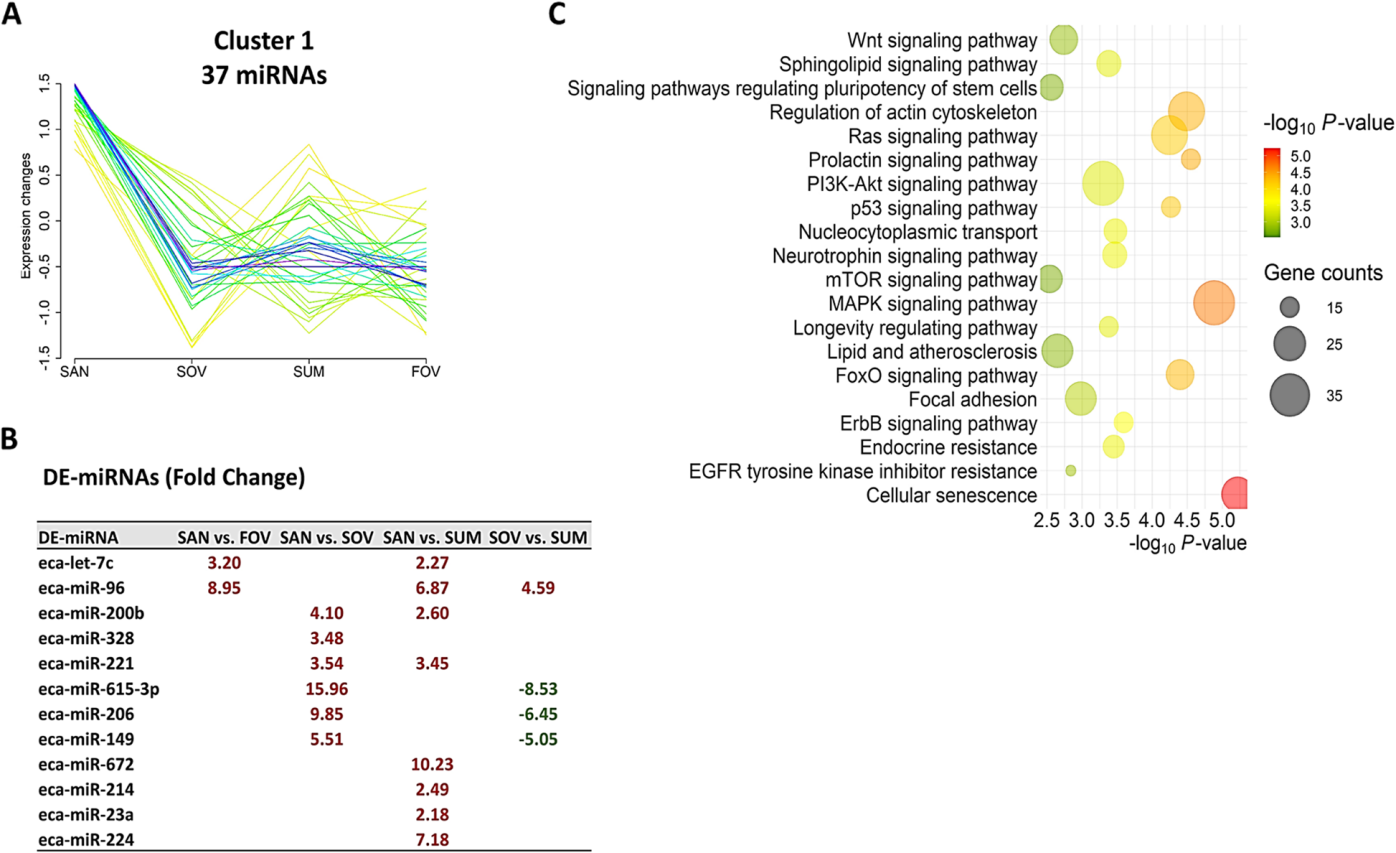
Cluster 1 of microRNAs (miRNAs). A group of 37 miRNAs exhibited a sharp reduction in their expression from the SAN till the FOV seasons (**A**). Among this cluster, 12 miRNAs were differentially expressed (DE) in four comparisons (**B**). Top 20 pathways associated with the DE-miRNAs target genes of this cluster (**C**). Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

**Fig. 8:**
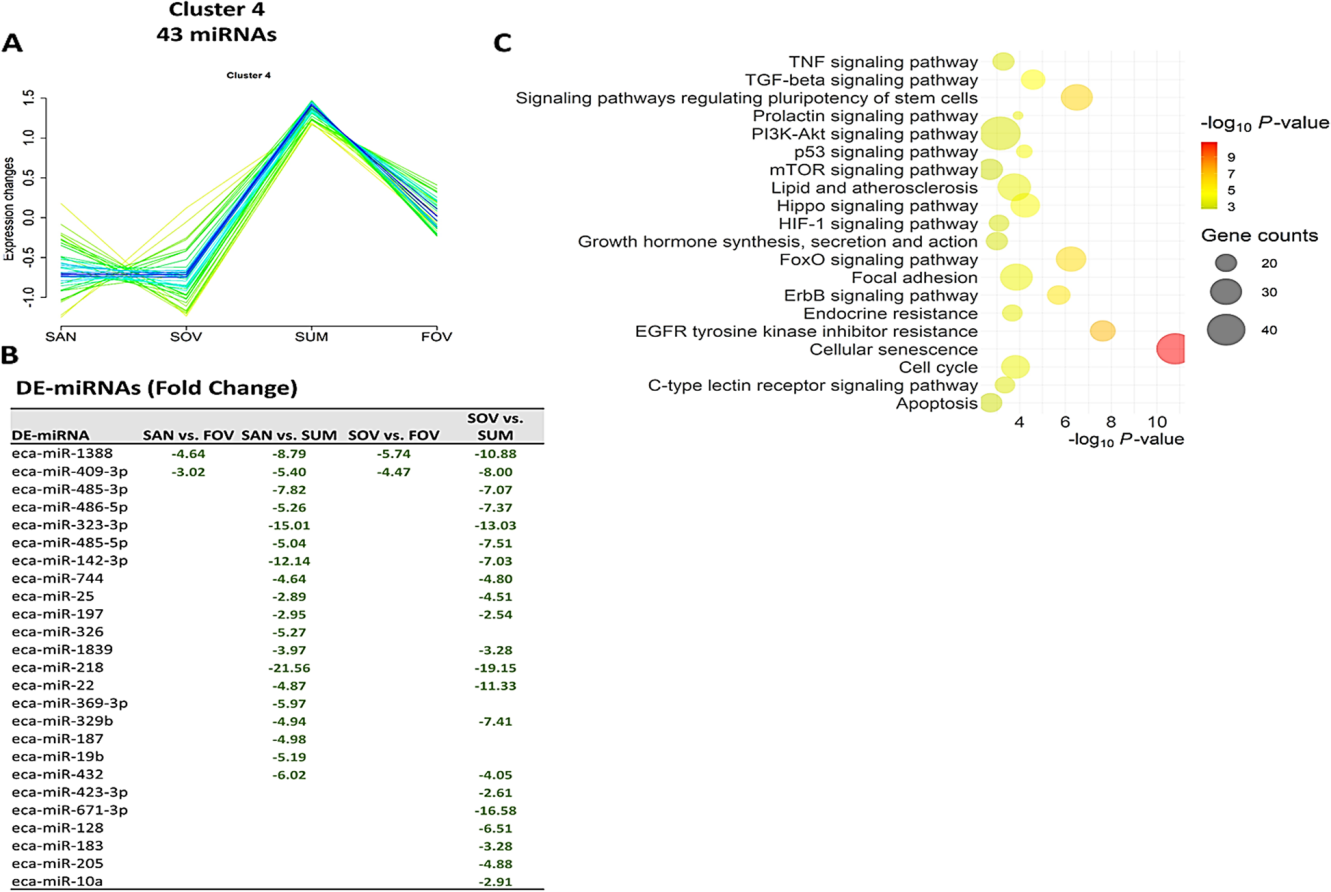
Cluster 4 of microRNAs (miRNAs). A group of 43 miRNAs exhibited a sharp increase in their expression during the summer and then a slight reduction during the fall ovulatory season (**A**). Among this cluster, 25 miRNAs were differentially expressed (DE) in four comparisons (**B**). Top 20 pathways associated with the DE-miRNAs target genes of this cluster (**C**). Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

**Fig. 9:**
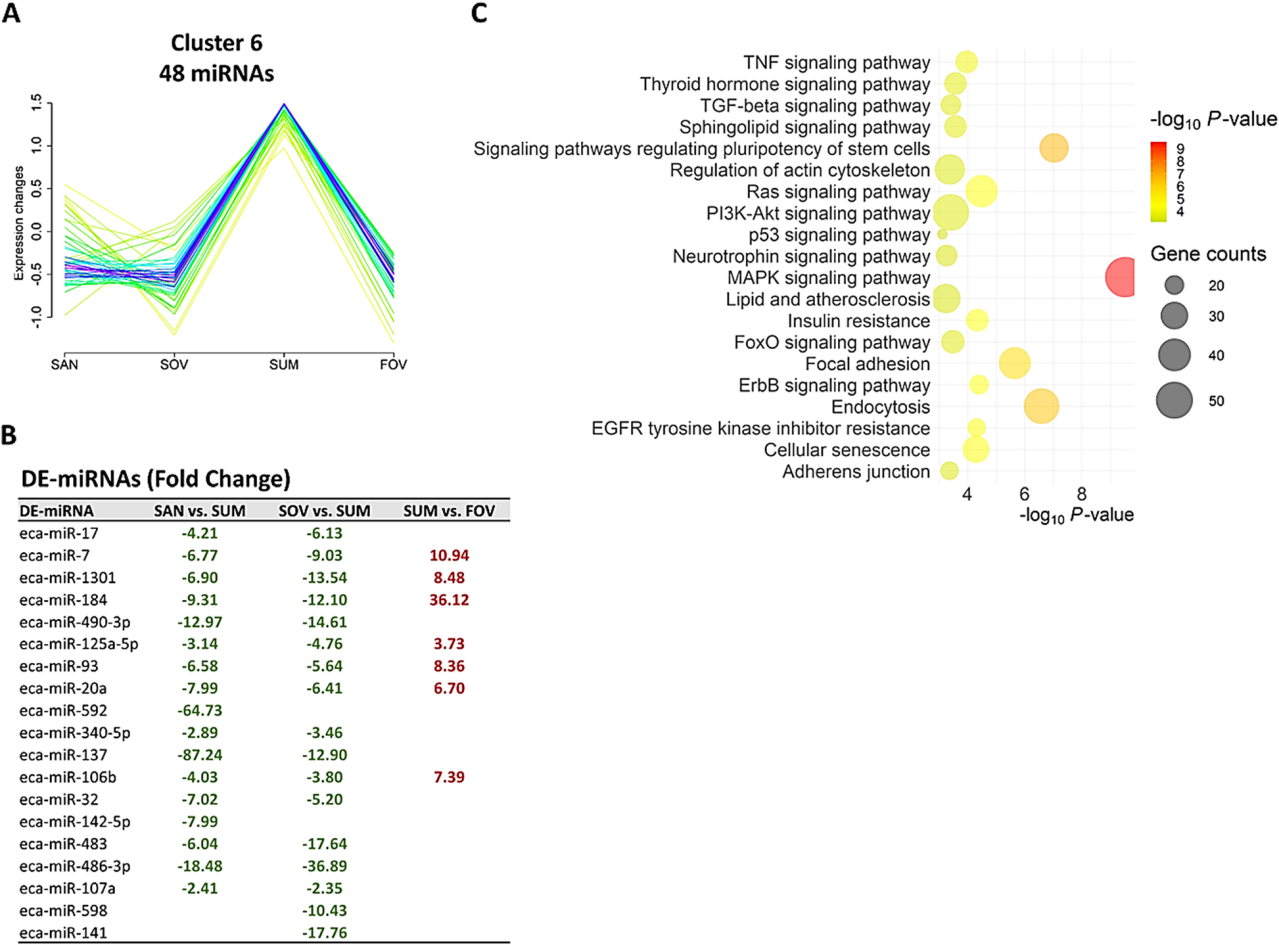
Cluster 6 of microRNAs (miRNAs). A group of 48 miRNAs exhibited a sharp increase in their expression during the summer compared to the other seasons (**A**). Among this cluster, 19 miRNAs were differentially expressed (DE) in three different comparisons (**B**). Top 20 pathways associated with the DE-miRNAs target genes of this cluster (**C**). Experimental groups are represented as SAN (Spring Anovulatory), SOV (Spring Ovulatory), SUM (Summer), and FOV (Fall Ovulatory) seasons

## Discussion

The molecular mechanisms governing ovarian dynamics during different seasons remain mysterious. Extracellular vesicles in follicular fluid are crucial in causing functional adjustments in target cells [48, 49]. A previous study demonstrated that mares’ follicular fluid-derived extracellular vesicles’ miRNA profiles are closely associated with follicle development, selection, and ovulation. However, little is known about EVs and their effectual miRNA profiles during the ovulatory and anovulatory seasons. This study compares miRNA cargo of extracellular vesicles collected from mares’ follicular fluid during ovulatory and anovulatory seasons, and significant seasonal variations are unveiled. These findings enhance our understanding of extracellular vesicle–coupled miRNA control over ovarian activity during seasonal reproductive changes.

### EV identification, total and abundant miRNA in equine follicular fluid across seasons

The follicular fluid contains vital components for oocyte and follicular maturation and cellular communication. Studies have shown that FF-EV–derived miRNAs are crucial in mediating cellular communication [50] and responding to stress within the follicle [51–53]. Our findings revealed a higher accumulation of EVs in the SUM group, which may implicate an increased EV release from the follicular cells in response to high environmental temperature. Previous in vivo and in vitro studies have demonstrated these EVs can shuttle protective signals in the form of miRNAs, which can induce tolerance to high temperatures if delivered to recipient cells [30, 31, 39, 54], indicating their potential to regulate the response to elevated thermal temperatures for maintaining intrafollicular homeostasis.

Our analysis found that 203 out of 282 (72%) of the uniquely detected miRNAs were shared across seasons, indicating that they may represent the core miRNA profile of equine FF-EVs, which may have a housekeeping role in follicular dynamics in mares irrespective of the season. During the winter-to-summer comparison, a similar core miRNA profile was observed in bovine FF-EV–derived miRNAs (89.6%: 232/259) [31]. Studies on equine [25] and porcine [55] follicle development also reported high percentages of shared miRNA across follicle developmental stages (82% and 86%, respectively). The expression levels of the number of these FF-EV–coupled miRNAs were altered across seasons (Cluster analysis), which observation was in agreement with previous reports in short-day breeder sheep [56, 57] and buffalo oocyte- and follicular cell-derived miRNAs [58]. Considering their involvement in various cancers, miRNAs have been suggested as potent regulators of follicular atresia and degeneration [59], playing a crucial role in follicular development, meiotic resumption, and ovulation by targeting genes involved in signaling pathways such as *AKT*, *WNT1*, *GDF9*, *BMP15*, *MAPK*, *ErbB*, *PTEN*, *PI3K-Akt*, *P53*, *mTOR*, *FOXO1*, and *TGFβ1* [60–62].

The current study found that miR-148a, miR-143, miR-192, miR-99a, miR-21, miR-10a, and miR-10b are abundant miRNAs across all seasons. These miRNAs regulate ovarian development, including ovarian cell proliferation and steroidogenesis [63–65]. They have been shown to have diverse beneficial effects on livestock species, such as sheep [66, 67] and pigs [68, 69]**,** with reported effects on embryo quality [28]. High expression levels of these miRNAs were found in FF-EVs of large antral follicles, granulosa, and luteal cells throughout folliculogenesis, and their upregulation in late corpus luteum and atretic follicles during SAN, SUM, and FOV was observed in various livestock species, including sheep [70], cows [31, 71], horses [25], and pigs [33]. Previous studies have indicated positive correlations between these miRNAs and oocyte maturation [72] and IVF outcomes [28], highlighting the potential of these abundant miRNAs as essential molecules in regulating ovarian function throughout all seasons and as potential markers for improving female fertility.

### Seasonal variations in FF-EV–coupled miRNAs

The cluster analysis found that about 34% of all detected miRNAs are differentially expressed across seasons, likely impacting follicular function and ovulatory capacity in various seasons. 

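In the moderated F-test of limma over all 4 seasons, 39 of 282 miRNAs differed, and each of them was also called in at least 1 pairwise comparison. MiR-143 had the smallest adjusted p of this test (5.23e-06), and miR-145 (8.21e-06), miR-409-3p (0.000523) and miR-184 (0.00232) also passed. The 60 miRNAs called in any pairwise comparison were 21.3% of those tested. The F-test called 20 miRNAs without SUM_4, 24 without SOV_1 and 25 without SUM_2, and 60 with miR-9a as a covariate (chosen after seeing the data), 68 with edgeR's quasi-likelihood test, 83 with its likelihood ratio test (chosen after seeing the data) and 82 with DESeq2.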

The discussion will focus on selected miRNAs with high abundance and significant differential expression, especially those related to spring (SAN vs. SOV) and fall (SUM vs. FOV) transitions or involved in selected clusters (1, 4, and 6) or comparisons across multiple seasons.

Two abundant miRNAs, miR-192 and miR-143, varied significantly across seasons. Despite no significant pathway enrichment of the miR-192 gene targets, its higher expression during SUM (vs. SAN and SOV) and FOV (vs. SAN) suggests a link to ovulation. Noteworthy, the miR-192 has been proposed as a potential biomarker for early pregnancy screening in sows due to its higher detection in blood serum [73]. On the other hand, the downregulation of miR-143 in SUM (vs. SAN, SOV, and FOV) is associated with post-translational modifications impacting protein functions, especially apoptosis. Overexpression of miR-143-3p has been found to have steroidogenesis inhibitory and pro-apoptotic effects, targeting intracellular signaling factors like *TGF-β* in porcine granulosa cells and follicular atresia [74], as well as *BMPR1A/SMAD1/5/8* in polycystic ovary syndrome (PCOS). This endocrine disorder leads to abnormal follicular development, chronic anovulation, and infertility [75]. Higher levels of miR-143-3p expression have also been reported in FF-EVs of women with PCOS [76]. Therefore, the contrasting expressions of miR-192 (upregulation) and miR-143 (downregulation) in healthy equine preovulatory follicles during summer could potentially serve as predictive markers for successful ovulation and promise improved early pregnancy screening methods in mammalian reproduction.

#### Spring transition

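The libraries of SAN and SOV were not separated by their whole profiles. MiR-22 was called in SOV vs. SUM and SAN vs. SUM, and miR-125a-5p in these and in SUM vs. FOV. In SAN vs. SOV their log2 FC was 1.12 (SE 0.52, adjusted p = 0.441) and 0.70 (SE 0.35, adjusted p = 0.471) from limma. The mean distance between SAN and SOV libraries exceeded that within the seasons by 1.48 (Euclidean distance of log2 values, n = 4 each; exact one-sided permutation p = 0.114 over 35 splits, 0.137 after Benjamini-Hochberg adjustment over the pairs of seasons). Leaving out 1 library gave 0.489 to 2.65.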

In this study, the principal component analysis (PCA) comparing the spring anovulatory season (SAN) and the spring ovulatory season (SOV) showed minimal overlap, regardless of the PC1/PC2 (Additional file 4) and PC1/PC3 combination. The factors contributing to the onset of normal ovarian cyclicity during the spring transition remain unknown. Here, we found that during this transition, specific miRNAs (miR-149, miR-200b, miR-206, miR-221, miR-328, and miR-615) were overexpressed in the SAN compared to the SOV season, suggesting their role in maintaining oocyte meiotic arrest and regulating the cell cycle. These miRNAs are identified in Cluster 1, characterizing the expression profiles of the anovulatory or non-breeding season. 

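All 6 miRNAs had their highest membership in the cluster highest in SAN. Their memberships were 0.599 for miR-200b, 0.482 for miR-328, 0.341 for miR-221, 0.334 for miR-615-3p, 0.301 for miR-206 and 0.168 for miR-149. MiR-149 was thus close to an even split among the 9 clusters, and its mean in SUM, 345 CPM, lay near that in SAN. These memberships describe season means, depend in size on the fuzzifier, and carry no test.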

Twelve related differentially expressed miRNAs may promote cellular senescence over apoptosis by influencing pathways that regulate stable cell cycle arrest and/or cell survival. The overexpression of these miRNAs may contribute to maintaining oocytes in a meiotic arrest state (e.g., miR-206) through ERα targeting [77, 78], regulating the cell cycle by promoting proliferation or inducing arrest (e.g., miR-221, miR-149, and miR-615) via targets such as *FoxO*, *MAPK*, and estrogen signaling pathways [61], and ensuring the developmental transition from the follicular to luteal phase (e.g., miR-221-5p) through targeting genes associated with *Ras* and *PI3K-Akt* signaling pathways [79]. These differentially expressed miRNAs significantly enrich these signaling pathways during the spring transition and have been identified in the preovulatory follicle cells and FF-EVs of humans [80, 81], pigs [68, 82], and sheep [83, 84], playing a crucial role in regulatory processes. In the current study, these miRNAs exert their impacts through regulating target genes affecting biological functions such as post-translational modifications, RNA- and DNA-binding, DNA damage, chromatin, transcription activity, nuclear localization sequence binding, and miRNA binding, all associated with steroidogenesis and/or cell cycle [33, 81, 83]. These intricate regulatory roles are key to their function during follicular development and oocyte maturation [33, 85, 86], with the potential to positively influence female reproductive performance [85, 87, 88]. Nutritional studies have reported dysregulations of miR-328 and miR-200 impacting fertility outcomes [28], and miR-200 inspires further research through appropriate nutritional measures during the non-breeding season, as reported in sheep [83, 89].

#### Summer ovulatory season, the peak of breeding

Our research has identified 2 key Clusters, 4 and 6, shedding light on the distinct roles of miRNAs during the summer ovulatory season (SUM). The biological functions within both clusters converge on sustaining cell proliferation, growth, and survival processes in ovarian follicles. Cluster 4 is linked to cellular senescence, while Cluster 6 is linked to the MAPK signaling pathway and the regulation of pluripotency in stem cells, especially within the oocyte. These findings underscore the intricate balance between non-dividing oocytes and dividing somatic cells in the ovarian follicle during the peak of breeding. Understanding these clusters could enhance the sustainability of cell proliferation, growth, and survival processes in the follicles, potentially positively influencing seasonal fertility.

#### Fall transition

Preovulatory follicles in various species, including humans [90, 91], horses [20], cows [60], pigs [82], chickens [92], and mice [93, 94], have been found to contain specific miRNAs such as miR-302b, 429, and 451. 

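MiR-302b was seen in few reads. It had 4, 15 and 4 reads in FOV_2, FOV_3 and FOV_4, and none in FOV_1. None of the 4 SUM libraries had a read of miR-302b, which allows up to 9.29 CPM in SUM. SAN_1, SAN_2 and SAN_3 had 2, 1 and 1 reads, SAN_4 had none, and in SOV only SOV_4 had any, with 2 reads.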

The expression of miR-302b was specific to the transition from summer to fall ovulation, showing higher levels in the summer compared to the fall. In chickens, reduced expression of miR-302b in primordial germ cells has been linked to decreased cell proliferation and increased apoptosis, potentially contributing to the decline in intrafollicular processes leading to the end of the ovulatory season [92]. On the other hand, miR-429 expression was detected in both the spring and fall ovulatory seasons and has been associated with luteinizing hormone synthesis in the pituitary gland [62, 94], likely linked to the transition from the follicular phase to the luteal phase. Similarly, the overexpression of miR-451 in the summer compared to the fall suggests potential benefits during ovulation. 

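MiR-429, an epithelial miRNA of the miR-200 family, was detected in every season. It averaged 73.5 ± 13.8 CPM in SAN, 15.7 ± 19.9 in SOV and 66.7 ± 31.9 in SUM (SD, n = 4 each), and 201 ± 57.7 in FOV (n = 3). Reads of miR-429 were 40 in FOV and 3 in SOV, a ratio of 13.1 (4.17 to 66.2) with its 95% counting interval (limma adjusted p = 0.0408 in SOV vs. FOV). Without SOV_3 the ratio was 29.3 and the SOV mean 7.08 CPM. SAN vs. SOV did not pass (adjusted p = 0.196). The SOV vs. FOV call ended without any library but SAN_1, SOV_3, SOV_4 or SUM_1 (adjusted p up to 0.111) and with a pseudocount of 0.25 CPM, median-of-ratios scaling, TMM over the 15 libraries or these seasons fitted alone (over all settings 0.00107 to 0.178, with no adjusted p from DESeq2).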

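MiR-451, an abundant miRNA of red blood cells, averaged 1626 ± 2116 CPM in SUM (SD, n = 4) and 12700.5 ± 6169 CPM in FOV (SD, n = 3), and was therefore lower in SUM. Its log2 FC in SUM vs. FOV was −3.59 (SE 0.72, adjusted p = 0.00563) from limma. Reads were 54, 324, 22 and 50 in SUM_1 to SUM_4, 660, 781 and 593 in FOV_2 to FOV_4, and 158 in FOV_1. MiR-451 averaged 5799 ± 2049 CPM in SAN and 5389.5 ± 4295 in SOV (SD, n = 4 each). Its mean was 571 without SUM_2 in SUM and 3384 without SOV_4 in SOV. Of the other red cell miRNAs, miR-486-5p had a log2 FC of 0.59 (SE 0.68, adjusted p = 0.750) and miR-144, transcribed with miR-451, had 8 reads in FOV and none in SUM, at least 5.07-fold higher in FOV, or 3.08-fold without SUM_4 (adjusted p = 0.103). The miR-451 call ended without FOV_3 (0.0633) and with these seasons fitted alone (over all settings 0.000130 to 0.174).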

In cows, miR-451 is overexpressed in large healthy follicles (12–17 mm) [95], while in women with endometriosis, decreased miR-451 expression in FF and oocytes is associated with reduced fertility potential such as decreased number of oocytes, fertilization rate, and embryo quality compared to healthy women [93]. Altogether, these findings emphasize the importance of further exploring these miRNAs’ functional roles and practical applications in reproductive health, especially the overexpression of miR-302b and miR-451 in the SUM group (compared to FOV) during ovulation.

#### Comparing multiple seasons

It was found that miR-100 and let-7c are significant miRNAs that are present in various ovarian cell types, FF, and FF-EVs and play a role in promoting follicle development and regulating ovarian follicle pathways in different species, including human [96], horses [25], and cows [31, 60]. MiR-100 has multiple roles in cells and may affect oocyte reprogramming through its interaction with SMARCA5, a key regulator of global chromatin structure [97, 98]. Previous studies showed that miR-100 triggers the resumption of meiosis in human oocytes by negatively regulating genes encoding inhibitory factors of follicular maturation via *mTOR* [96, 99, 100] or supports tumor suppression in ovarian cancer via *mTOR*, inducing apoptosis [99]. Thus, controlling the *mTOR* by reduced expression of miR-100 during SOV and SUM could maintain the oocyte in meiosis arrest for further cytoplasmic maturation to optimal developmental competence acquisition and the survival of other follicular cells. On the other hand, the overexpression of let-7 family members (let-7c, let-7a-5p, and let-7 g-5p) in FF-EVs is directly linked to human oocyte failure to fertilize [28, 101], with significantly higher expressions in developmentally arrested oocytes at the GV stage, as compared to their MI and MII counterparts [102]. These reports support the findings of the present study, which identifies the upregulation of let-7c during anovulatory (SAN) versus ovulatory seasons (SUM and FOV) as potentially contributing to oocyte meiotic arrest during SAN.

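Reads of let-7c numbered 726, 2058, 2792 and 1899 in SAN_1 to SAN_4, and 580, 889, 832 and 701 in SOV_1 to SOV_4. Against the ovulatory season nearest in time, SOV, where let-7c averaged 15818 ± 1066 CPM (SD, n = 4), the log2 FC was 1.01 (SE 0.31, adjusted p = 0.196) from limma and did not pass, although every SAN library lay above every SOV library. Let-7a and let-7g, relatives of let-7c, had a log2 FC of 0.77 (SE 0.24, adjusted p = 0.0552) and 0.41 (SE 0.29, adjusted p = 0.386) in SAN vs. SUM and of 0.69 (SE 0.26, adjusted p = 0.261) and 0.49 (SE 0.32, adjusted p = 0.441) in SAN vs. FOV.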

## Conclusions

This study presents the miRNA profiles of equine FF-EVs collected during anovulatory or non-breeding (SAN) and ovulatory or breeding (SOV, SUM, and FOV) seasons. The EVs were isolated from dominant 30–34 mm follicle sizes, which are absent in ovaries during deep winter anestrus (contain only follicles < 20 mm in diameter). The study has unveiled seasonal dynamic patterns of FF-EV–coupled miRNAs, which are pivotal for advancing fertility research. 

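The miRNAs miR-149, miR-200b, miR-206, miR-221, miR-328 and miR-615-3p were also compared with SUM and FOV, one at a time. In SUM, miR-206 averaged 1207 ± 598 CPM, miR-615-3p 1026 ± 557, miR-200b 1157 ± 955, miR-221 791 ± 286 and miR-328 339.8 ± 132 (SD, n = 4 each), with miR-200b at 699 without SUM_3. MiR-149, miR-206 and miR-615-3p were lower in SOV than in SUM (log2 FC −2.10, SE 0.68, adjusted p = 0.0356, −3.71 (SE 1.06, adjusted p = 0.0199) and −3.07 (SE 0.99, adjusted p = 0.0356) from limma), and their log2 FC in SAN vs. SUM was 0.03, −0.16 and 0.04 (adjusted p = 1.00, 0.970 and 1.00). MiR-200b had a log2 FC of 1.60 (SE 0.62, adjusted p = 0.0977) in SAN vs. SUM, with adjusted p over all settings from 0.0198 to 0.263. In SAN vs. FOV the 6 log2 FC values lay between 0.13 for miR-149 and 1.96 for miR-206, and none passed. The SOV vs. SUM calls ended for miR-149 without SOV_1 (0.0542), SOV_2 (0.0678), SOV_3 (0.0525), SOV_4 (0.0982), SUM_1 (0.0790), SUM_3 (0.0522) or SUM_4 (0.0994) and with median-of-ratios scaling (over all settings 0.00638 to 0.0994), for miR-206 without SOV_1 (0.0777), SOV_4 (0.0724) or SUM_3 (0.0522) and with these seasons fitted alone, edgeR's quasi-likelihood test or DESeq2 (over all settings 0.00521 to 0.0777) and for miR-615-3p without SOV_1 (0.12), SOV_4 (0.0829), SUM_3 (0.0914) or SUM_4 (0.0626) and with median-of-ratios scaling or robust variance moderation (over all settings 0.00819 to 0.12).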

A group of miRNAs appeared as potential regulators of spring transition (SAN-SOV), with specific miRNAs upregulated in the SAN season (miR-149, miR-200b, miR-206, miR-221, miR-328, and miR-615). Furthermore, the study has revealed that specific miRNAs play a crucial role in maintaining continued folliculogenesis, leading up to ovulation during the ovulatory seasons (SOV, SUM, and FOV), with consistent downregulation compared to SAN (miR-100, let-7c, and miR-143) and FOV (miR-302b) and upregulation compared to SAN (miR-192). These findings shed light on the potential involvement of EV-coupled miRNAs in seasonal variations on breeding and fertility, offering insights into ovulatory failure mechanisms.

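Of the 3 miRNAs set against SAN, let-7c and miR-143 were lower in SUM than in SAN, and let-7c was also lower in FOV, as was miR-100 in SUM. MiR-143 had a log2 FC of −0.45 (SE 0.36, adjusted p = 0.790) in SAN vs. SOV and 0.32 (SE 0.39, adjusted p = 0.714) in SAN vs. FOV from limma, neither of which passed, and 0.77 (SE 0.39, adjusted p = 0.238) in SOV vs. FOV. MiR-100 had a log2 FC of 0.45 (SE 0.34, adjusted p = 0.752) in SAN vs. SOV and −0.82 (SE 0.36, adjusted p = 0.308) in SAN vs. FOV. MiR-192 had a log2 FC of −0.33 (SE 0.60, adjusted p = 0.872) in SAN vs. SOV and −2.05 (SE 0.65, adjusted p = 0.174) in SAN vs. FOV, where DESeq2 (adjusted p = 0.0223) and edgeR's likelihood ratio test, chosen after seeing the data, called it. Whether SUM differed from SAN more than SOV or FOV did was not tested.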

## Supplementary Information

**Additional file 1.** Detailed materials and methods.

**Additional file 2.** Expressed miRNAs in each seasonal group represented as the average CPM value.

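Each average in this table is the mean of TMM-adjusted CPM over the libraries of a season, without FOV_1. Averages recomputed from the deposited values after TMM over the 15 libraries of the comparisons lay within a ratio of 0.999995 to 1.000005 of the paper's, for miR-143, miR-192 and all others listed. The deposited values were scaled over 16 libraries, and against them the paper's averages had a median ratio of 0.941 in SAN, 1.01 in SOV, 1.11 in SUM and 0.956 in FOV. A mean of 10 CPM, the limit of the table, corresponds to less than 1 read per library at the median depth.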

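The table of differentially expressed miRNAs gives for each comparison the FC and the FDR of the authors' test in CLC Genomics Workbench, with a negative FC for a miRNA lower in the first season. The FC compares fitted season levels of TMM-adjusted CPM. For a miRNA with few or no reads in one season, such as miR-302b in SUM, an FC depends on how zeros are treated, so the reads behind it say more than its size.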

**Additional file 3.** Total differentially expressed miRNAs.

**Additional file 4.** Principal component analysis: P1/P2.

## Data Availability

The miRNA sequencing dataset generated during the current study, including the raw FASTQ files and processed CSV files, was deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) for open-access using the accession number GSE249220. Experimental procedures related to EV experiments have been submitted to the EV-TRACK knowledgebase (https://evtrack.org/) (EVTRACK ID: EV231010). Additional data are included in Additional file 1 (Detailed materials and methods), Additional file 2 (Expressed miRNAs in each seasonal group represented as the average CPM value), Additional file 3 (Differentially expressed miRNAs in all comparisons), and Additional file 4 (Principal component analysis: P1/P2).

## Abbreviations

BMPR1A: Bone morphogenetic protein receptor type 1A
CPM: Count per million
DE: Differential expression
DNA: Deoxyribonucleic acid
EV: Extracellular vesicles
FF: Follicular fluid
FOV: Fall ovulatory
HRP: Horseradish peroxidase
LH: Luteinizing hormone
MI: Metaphase I
MII: Metaphase II
PCOS: Polycystic ovary syndrome
RNA: Ribonucleic acid
SAN: Spring anovulatory
SMARCA5: SWI/SNF-related matrix-associated actin-dependent regulator of chromatin A5
SOV: Spring ovulatory
SUM: Summer
TEM: Transmission electron microscope
TGF-b: Transforming growth factor-beta
Ubl: Ubiquitin-like

# Supplementary material for: Seasonal influence on miRNA expression dynamics of extracellular vesicles in equine follicular fluid
**Source:** J Anim Sci Biotechnol. 2024 Oct 9;15:137. doi: 10.1186/s40104-024-01097-2
**Supplement:** Supplementary file 1 — Additional file 1. Detailed materials and methods.

**Materials and methods**

**Animals**

Nineteen multiparous Quarter Horse mares weighing 400 to 600 kg, spanning the ages 8 to 14 years old (10.6 ± 1.8 years; mean ± SD), were housed on pasture in the northern hemisphere, under natural light conditions, with ad libitum access to fresh water and trace-mineralized salt. As determined by ultrasonographic examination, animals had normal reproductive tracts. All mares were used for in vivo collections of FF samples during the SAN, SOV, SUM, and FOV seasons.

**Transrectal ultrasonography and seasonal grouping**

Follicular fluids (FF) were collected in vivo from pre-ovulatory follicles with a diameter of 30–35 mm (*n* = 6–12/group). Collections were carried out in different seasons: SAN (*March*, the transition season before the spring ovulatory season), SOV (*April and May*, the beginning of the ovulatory season, with regular cyclic activity), SUM (*June to July*, the peak ovulatory season), and FOV (*September*, the final period of the ovulatory season), before the mares approached the receding phase (fall anovulatory). Ablations of ovarian follicles were performed during the non-breeding (SAN) and the breeding (SOV, SUM, and FOV) seasons, 10–11 days after the ovulation of the previous cycle, to induce a new follicular wave, as described previously [36]. Thereafter, daily ultrasonographic tracking was performed using a duplex B-mode and color-Doppler ultrasound machine (Aloka SSD-3500; Hitachi Aloka Medical America, Inc., Wallingford, CT, USA) equipped with a finger-mounted 3.5–10 MHz convex-array transducer (UST-995-7.5) until the dominant follicle reached the pre-ovulatory diameter size. Samples were collected only from animals showing continuous ultrasonographic follicle growth for at least three consecutive days, uterine edema (estrus-like), and the absence of a corpus luteum at the time of FF collection.

**Follicular-fluid sample collection**

All mares were adequately prepared and sedated before follicular ablation and FF sampling procedures, as described in previous studies [37, 38]. Briefly, antral follicles were measured and aspirated using a sterile 12-G needle mounted on a 5–10 MHz transvaginal ultrasound-guided convex array transducer (Aloka UST-987-7.5). Only the tip of the 12-G needle was inserted into the follicle's antrum once the targeted follicle appeared on the ultrasound screen, and the leaking FF was promptly collected into a sterile vial. Following the abovementioned restrictions, only 6 to 12 mares per seasonal group were used, resulting in 42 clear FF samples without visible blood contamination throughout the year were used. The collected FF samples were immediately centrifuged (1,600 × *g* for 10 min at 4 °C), and the supernatants were then subjected to additional centrifugation (3,200 × *g* for 15 min at 4 °C) and stored at −80 °C for subsequent analysis

**Isolation of follicular fluid-extracellular vesicles**

The experiment combined two to three follicular fluid (FF) samples of individual mares (0.5 mL) to create four biological replicates (1.0–1.5 mL/pool) for isolating extracellular vesicles (EVs). The FF samples underwent a series of centrifugation steps, starting at 500 × *g* for 5 min to eliminate cells, followed by centrifugation at 4,000 × *g* for 5 min to remove cellular debris. Subsequently, supernatant FFs were filtered through a 0.22-µm sterile filter to remove particles larger than 200 nm. The isolated EVs were obtained by subjecting the samples to centrifugation at 25,000 × *g* for 30 min at 4 °C. For EV isolation, a 2-mL portion of the pre-centrifuged FF samples underwent an ultracentrifugation process at 120,000 × *g* for 70 min at 4 °C using a Beckman SWTi55 rotor. The EV pellet was washed with sterile PBS and centrifuged at 120,000 × *g* for 70 min. Finally, the EVs were resuspended in 500 µL of PBS and stored at −80 °C until further characterization and analysis.

**Morphological and molecular characterization of FF-EVs**

EV samples were subjected to protein separation and immunodetection of EV-specific protein markers (CD81, FLOT-1, and TSG101) and the absence of a cell-specific marker protein, cytochrome C (CYCS) using the JESS Simple Western^™^ instrument (ProteinSimple^®^, Bio-Techne, Minneapolis, MN, USA). Briefly, a total of 10 µL of protein from each sample was extracted using RIPA lysis buffer (Sigma-Aldrich; St. Louis, MO, USA). Following the manufacturer's protocol, the instrument was operated under JESS’s Assay Module Protein Normalization (AM-PN001) using the 25 capillary cartridges (R&D Systems, United States: part number SM-PN01-1). Three μL of protein lysate was used for each sample per marker: Anti-CD81 rabbit polyclonal (1:75, System Biosciences, USA; Cat# EXOAB-CD81A-1), Anti-FLOT1 rabbit polyclonal (1:20, System Biosciences, USA; Cat# EXOAB-FLOT1-1), and Anti-TSG101 rabbit polyclonal (1:50, System Biosciences, USA; Cat# EXOAB-TSG101-1). The secondary Ab (anti-rabbit HRP) reagent was as per the kit’s instructions (ProteinSimple^®^, Bio-Techne, Minneapolis, MN, USA). The proteins were detected and analyzed using Compass for Simple Western software (USA).

Ten μL of each purified frozen-thawed EV samples was diluted in 9,990 μL of sterile PBS to measure their size and concentration, using the Zetaview Laser scattering microscope (Zetaview Particle Metrix, Germany) fitted with an LM14C laser. Each sample underwent 11 independent video measurements recorded at 11 different positions, with video files analyzed using the ZetaView software version 8.05.12.

The morphology and size of the frozen-thawed EVs were examined using a transmission electron microscope (TEM) following previously reported methods [39]. Briefly, a drop of 6–8 μL of purified EVs was placed on formvar/carbon-coated grids and allowed to stand for 1–2 min to absorb the EVs, followed by negative staining using 2% uranyl acetate. EVs on the carbon-coated grids were observed under an FEI/TFS Tecnai T12 Spirit TEM (FEI Company; Hillsboro, OR, USA), operating at 100 kV, with an AMT CCD. All relevant EV-related data from experiments using EVs from equine pre-ovulatory FF in various seasons have been submitted to the EV-TRACK knowledgebase (https://evtrack.org) under the EV-TRACK ID EV231010 [40].

**Total RNA extraction, library preparation, and sequencing**

EV samples from follicular fluid of animals in different seasons were subjected to total RNA isolation, including miRNAs, using a Norgen Exosomal RNA Isolation kit, per the manufacturer’s instructions (Norgen, Canada). Subsequently, on-column DNA digestion was conducted to eliminate genomic DNA contaminants. The RNA concentration and size distribution were analyzed using an Agilent RNA 6000 Pico kit in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Following the manufacturer's instructions, small-RNA libraries were prepared for next-generation sequencing (NGS) using a TruSeq Small RNA Library Prep Kit (Illumina). The quantity and quality of the libraries were evaluated using a Qubit DNA HS Assay Kit in a Qubit 2.0 Fluorometer (Thermo Fisher Scientific) and an Agilent DNA High Sensitivity kit in an Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. The precise concentration of the libraries was determined using quantitative PCR. Subsequently, the libraries were combined in equimolar ratios and sequenced in a single-end reads (50 bases) using a NovaSeq6000 sequencing instrument (Illumina, Inc., San Diego, CA, USA).

**Small RNAseq data analysis**

The FASTQ files were generated for each sample using the bcl2fastq software (Illumina Inc., San Diego, CA, USA), and subsequently checked for quality using FastQC tool version 0.11.9. Data analysis was performed using CLC Genomics Workbench, version 21. Raw sequencing reads were subjected to trimming based on quality score (Q‐score > 30), ambiguous nucleotides (maximum two nucleotides allowed), read length (≥ 15 nucleotides), and removal of adapter sequences. The reads were then mapped to the equine (*Equus caballus*) reference genome (EquCab3.0) and annotated against equine precursor and mature miRNAs listed in the mirBase database (release 22) using the CLC Genomics Workbench RNA-Seq Analysis and Quantify miRNA tools, with default software parameters applied. Raw expression data were normalized using the trimmed mean of M‐values normalization method (TMM normalization) [41] and presented as TMM-adjusted Counts Per Million (CPM). Differential expression analysis was performed using the CLC Genomics Workbench Differential Expression tool. MiRNAs with a fold change (FC) ≥ 2 and *P*‐adjusted value (FDR) < 0.05 [42] were considered differentially expressed (DE). The raw FASTQ and processed CSV files have been deposited in the NCBI’s Gene Expression Omnibus (GEO) under accession number GSE249220.

**Cluster analysis, target gene prediction, and ontological classification**

All identified miRNAs were grouped into distinct clusters based on their expression patterns across different seasons using the Mfuzz Bioconductor package [43]. The targeted genes of the differentially expressed miRNAs were determined by matching them with human homologous miRNAs in the miRWalk database [44]. Validated target genes from miRTarBase (version 7.0) and predicted target genes from TargetScan (version 7.1) and miRDB (release 5.0) were chosen from miRWalk for pathway analysis using the DAVID bioinformatics web tool (<https://david.ncifcrf.gov/>) and the KEGG pathway database [45]. A network illustrating all differentially expressed miRNAs from the various comparisons was created using Cytoscape [46].

How the deposited data were processed for this re-analysis (not part of the article)

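FF-EV small RNA of 16 libraries was sequenced, 4 for each of the seasons SAN, SOV, SUM and FOV, and each library was made from fluids of 2 to 3 mares. The deposited values are TMM-adjusted CPM, a signal that the paper describes as made in CLC Genomics Workbench 21 by trimming reads (Q-score 30, at most 2 ambiguous nucleotides, length of at least 15), annotating them against miRBase 22 and EquCab3.0, and dividing counts by a TMM-adjusted library size. The submitters' processing notes credit bcl2fastq, Bowtie2 2.2.2 and DESeq2 instead, and which of the 2 descriptions applies was not settled here. Tested on the file, the factors equal TMM of edgeR over all 16 libraries, to a largest gap of 2.22e-16, and every value is a whole number of reads times 1 factor per library.

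Reads assigned to miRNAs ranged from 27131 to 112146 per library, with 985463 in all, and column totals of the values from 870491 to 1155120 CPM. At this depth 1 read is worth 7.91 to 35.6 CPM, and a mean of 10 CPM lies below 1 read in most libraries. No pair of libraries was a copy, since the lowest chi-square per degree of freedom between any of the 120 pairs was 10.5.

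The values were analysed in R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and e1071 1.7.16, and drawn with Python 3.11.15 and matplotlib 3.10.9. The 282 miRNAs with a mean above 10 CPM in at least 1 season were fitted with limma with an intensity trend on log2(CPM + 1), in one model of 4 seasons and 15 libraries. FOV_1 was left out of the comparisons, as in the paper, and kept in an alternative. The 6 pairs of seasons were contrasts of this model, and p values were two-sided and adjusted by Benjamini-Hochberg within each comparison. A call needed an adjusted p under 0.05 and an FC of at least 2. Every p named adjusted p in the passages comes from limma unless another tool is named, and those of lists from camera.

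The lists of related miRNAs, 19 in all, were the let-7 family, miR-143 and miR-145, the miR-192, miR-194 and miR-215 family, the miR-200 family, the miR-17 and miR-92a cluster family, the miR-15 and miR-16 family, the miR-183, miR-96 and miR-182 cluster, the miR-23, miR-27 and miR-24 clusters, the miR-99, miR-100 and miR-10 list, the DLK1-DIO3 cluster, granulosa and follicle, erythrocyte, leukocyte, muscle, brain, endothelial and liver markers, the miR-302 and miR-371 list, and the paper's spring transition miRNAs. They were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the 108 tests. Erythrocyte and miR-17 lists share miR-92a and miR-25, the miR-15 and miR-16 family shares miR-16 with the erythrocyte list and miR-503 with the granulosa and follicle list, and the spring list shares miR-200b and miR-206 with the miR-200 family and muscle lists. Separation of 2 seasons was the mean Euclidean distance between them minus that within them, with an exact one-sided permutation test over all splits. Shares of a miRNA were compared by an exact two-sided permutation test of the difference of means. Season means were standardized and clustered by fuzzy c-means with 9 centres, a fuzzifier of 2.87 and 20 seeded starts.

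MiRNAs were named by a rule of 4 parts: every miRNA that the paper names in its results, Table 1, Table 2 or Fig. 7B, whose values had been seen; up to 10 of the largest rises and falls per comparison among called miRNAs without overlap between seasons; called members of each list, or its 2 highest where fewer were called; and members of the erythrocyte, leukocyte, liver, muscle and brain lists with a mean above 100 CPM. MiR-7, miR-592 and miR-144 fall outside this rule and were chosen after their values were seen.

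Alternatives were FOV_1 kept, pseudocounts of 0.25, 5 and 20 CPM, no filter, a filter of 100 CPM, median-of-ratios scaling, equal totals, TMM over 15 libraries, a fit of the compared seasons alone, a replicate block, robust variance moderation, no fold threshold, edgeR's quasi-likelihood and likelihood ratio tests and DESeq2 on the recovered reads, miR-9a as a covariate, other distances, 6 and 12 cluster centres, and each library left out. The test was tried on simulated data with 60 of the miRNAs with a mean above 100 CPM changed in 20 runs. EV size and concentration, target prediction and pathway enrichment were not analysed here.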

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

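Of the tests in this part, those of depth and miR-9a, of a swap of FOV_1 and of red cell miRNAs were chosen only after the result was seen.

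A library lay far from the other 3 of its season in 18 of the groups of 4 libraries tested. For normally distributed values chance would give about 1 in 20 groups, or 7.15 here. The values were tested without a log, and a skewed spread alone can set a high library apart. All cases but miR-146a in SUM_1 lay above the others, so the 18 cannot be read as an excess over chance. In FOV_1 the 6 leading miRNAs held 65.7% of the signal (others 50.2 to 52.6%). The other cases in SAN and SOV were miR-148a in SOV_4 (261751 CPM, others 75313 to 88399.7), miR-302b in SOV_4 (42.5 CPM, others 0 to 0), miR-100 in SAN_1 (25826 CPM, others 16502 to 17392), miR-122 in SOV_4 (4099.8 CPM, others 602 to 1039), miR-1 in SAN_1 (48382 CPM, others 3364 to 6130.2) and miR-9a in SOV_4 (23218 CPM, others 627 to 2592). In SUM they were miR-192 in SUM_4 (75872 CPM, others 46944 to 49792), miR-451 in SUM_2 (4791 CPM, others 395 to 784), miR-615-3p in SUM_3 (1852 CPM, others 636 to 823), miR-486-5p in SUM_2 (67154 CPM, others 8099 to 16847), miR-146a in SUM_1 (2152 CPM, others 3844 to 4096), miR-1 in SUM_3 (14461 CPM, others 593 to 1597) and miR-128 in SUM_4 (24107 CPM, others 17025 to 18015). In FOV they were miR-99a in FOV_1 (139400.0 CPM, others 85841 to 93036), miR-192 in FOV_4 (130169 CPM, others 20405 to 38787), miR-21 in FOV_1 (135253 CPM, others 39913 to 55419.6) and miR-25 in FOV_4 (6079.5 CPM, others 2355 to 2924).

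A library that the paper leaves out of its comparisons and 3 miRNAs that its text does not discuss were chosen after their values were seen. FOV_1, set aside by the paper, held 62160 reads and 212 detected miRNAs. MiR-7 averaged 16948 CPM (9314 without SUM_1) and miR-184 3148 CPM (1407 without SUM_3) in SUM, and miR-1298 179 CPM in FOV_2, FOV_3 and FOV_4. The paper's table of differentially expressed miRNAs has miR-7 and miR-184, and not miR-1298.

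Libraries of one season differed in miR-9a, miR-130b, miR-363, miR-218 and miR-7, with 20 of 282 miRNAs correlated with miR-9a above 0.7 within seasons. For miR-9a the number of reads argued against depth, since its Spearman correlation with miR-9a was −0.00882 (permutation p = 0.982). The Pearson correlation was 0.149, and −0.0589 without the 2 farthest libraries. Depth was not tested for the other 4 miRNAs. SUM_1 and SUM_4, high in miR-218 and miR-7, were also the deepest SUM libraries (105466 and 110062 reads, against 65120 in SUM_2 and 27131 in SUM_3). Handling by replicate number was argued against too, with a mean correlation of same-numbered libraries of 0.00823 around season means that include FOV_1. RNA of brain or neuroendocrine tissue may contribute but cannot be told apart. The test used miR-128 alone of the other brain miRNAs (within-season correlation 0.146, 1492 to 24107 CPM). MiR-218 and miR-129a-5p, also of the brain list, were left out of it. In a separate set of within-season correlations with miR-9a they had 0.786 and 0.801, against −0.0624 for miR-128. Members of the list thus did not move together. No biological explanation within a season was tested, and mares, pools and collection day stay open.

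Over all miRNAs FOV_1 lay nearer the SOV mean than the mean of the other FOV libraries, by 6.40. A swap with a SOV library was argued against, since 0 SOV libraries lay nearer FOV than SOV, and depth was too, since after 20 thinnings to 27131 reads the difference was 2.62 to 10.5. Without the miRNAs that move with miR-9a it was 0.283 over the 140 left (23.2 to FOV, 23.0 to SOV), but it ranged from −1.70 to 3.00 when 1 library was left out, so whether those miRNAs may account for it cannot be told apart. This reading of the last test was made more cautious after its value was seen. A swap with a SAN library, a wrong label from outside these groups and a mare that differed in September were not tested.

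MiR-451 was higher in FOV than in SUM. Scaling was argued against, since the value nearest 0 under 3 other scalings was −3.37. More blood in the FOV fluids may contribute and cannot be told apart, since the median of miR-144, miR-486-5p and miR-486-3p was 0.59 with members going both ways (−5.51, 0.59 and 1.36, the first a fitted value with no read in SUM). The paper's fluids had no visible blood and were cleared of cells by centrifugation and filtration, which leaves EVs of red cells untested. This reading too was made more cautious after its value was seen. Season, the difference the design names, stays open.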

How the results depend on the processing

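The alternatives that were chosen after seeing the data are named with the word added. Among the miRNAs named, 110 results had a call or a value followed through the settings: 2496 comparisons with an alternative stayed on their side of the threshold, 429 lost and 37 gained a call, and with the added ones 396, 30 and 14, while 0 reversed. A call for which DESeq2 gave no adjusted p is counted as lost. Other limits are depth, with 1 read worth up to 35.6 CPM, and n of 3 or 4. For the changes below the cause was not tested, except that settings with fewer libraries or seasons fit fewer samples.

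Counts of called miRNAs changed as follows. Keeping FOV_1 gave 1 in SAN vs. FOV. A pseudocount of 5 CPM gave 13 in SOV vs. FOV, and an added one of 20 CPM 13 there and 5 in SAN vs. FOV. No filter gave 16 in SAN vs. SUM, and a filter of 100 CPM 4 in SAN vs. FOV. Median-of-ratios scaling gave 3 in SOV vs. FOV, and the added TMM over 15 libraries 1 in SAN vs. FOV. Scaling also moved the median of all miRNAs in SAN vs. SUM from −0.14 to −0.23 with equal totals and −0.36 with the added TMM. In SAN vs. SOV that median went from 0.22 to 0 with median-of-ratios and 0.11 with the added TMM, and in SUM vs. FOV from −0.14 to −0.04 and 0.00. Fitting the compared seasons alone gave 4 in SOV vs. FOV, 5 in SUM vs. FOV and 17 in SAN vs. SUM. Robust variance moderation gave 4 in SAN vs. FOV.

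On reads, edgeR's quasi-likelihood test gave 44 in SAN vs. SUM, 0 in SAN vs. FOV and 68 among the 4 seasons. The added likelihood ratio test gave 13 in SOV vs. FOV, 20 in SUM vs. FOV, 1 in SAN vs. SOV, 60 in SAN vs. SUM, 7 in SAN vs. FOV, 91 in any comparison and 83 among the 4 seasons. DESeq2 gave 22, 17, 1, 58 and 12 in the same 5 comparisons and 82 among the 4 seasons. The added miR-9a covariate gave 18 in SOV vs. FOV, 5 in SAN vs. FOV and 60 among the 4 seasons.

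Replicate numbers did not pair the libraries (mean correlation of same-numbered libraries 0.00910 around season means without FOV_1, 3 of 21 pairs above 0.1, and 5 of 15 libraries correlated best with their own number). With the number as a replicate block, 24 miRNAs differed among the 4 seasons, against 39. The block also ended 16 calls of named miRNAs (adjusted p up to 0.0844), which the passages do not list with it. They were miR-429 and miR-671-3p in SOV vs. FOV, and miR-146b-5p, miR-302b and miR-493b in SUM vs. FOV. In SOV vs. SUM they were miR-146a, miR-149, miR-451 and miR-485-3p. In SAN vs. SUM they were miR-126-3p, miR-221, miR-28-5p, miR-432, miR-485-5p, miR-493b and miR-542-3p.

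With an estimated correlation 0 of 108 list tests passed, against 12. Requiring more than 10 CPM in every library gave 149 expressed miRNAs in SUM and 113 shared by all seasons. With FOV_1 the 6 leading miRNAs had 68.3% of the top 20 in FOV, separation was 5.34 in SOV vs. FOV and 3.39 in SAN vs. FOV, clusters highest in SAN and SOV held 53 and 35 miRNAs, SOV vs. FOV shared 11 calls with SOV vs. SUM and 0 with SAN vs. FOV. A Spearman distance separated SUM and FOV by 0.0443 (exact one-sided permutation p = 0.0286). With 12 centres the clusters highest in SOV held 38 miRNAs. With edgeR calls SOV vs. SUM and SAN vs. SUM shared 34, SOV vs. FOV and SAN vs. FOV 0, and SAN vs. SUM and SAN vs. FOV 0.

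Without 1 library, called miRNAs ranged from 6 to 15 in SOV vs. FOV, 4 to 19 in SUM vs. FOV, 32 to 57 in SOV vs. SUM, 0 to 5 in SAN vs. SOV, 10 to 27 in SAN vs. SUM, 0 to 6 in SAN vs. FOV and 20 to 50 among the 4 seasons. Separation ranged from 3.85 to 6.91 in SAN vs. SUM and from 0.647 to 6.23 in SUM vs. FOV, where 3 against 3 libraries cannot give a p under 0.1. Clusters highest in SAN held 34 to 62 miRNAs and those highest in SOV 21 to 57.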

Differences from the paper's values

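The settings used below were set before the data were examined, except where stated, and the thresholds are those the paper states (FC, FDR and CPM).

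In SAN vs. SOV the paper calls 6 miRNAs and the value here was 0 by limma, with 31 at an unadjusted p under 0.05. Only without SAN replicate 1 (5) did the value lie near the paper's, and the other 27 settings gave 0 or 1. In SAN vs. SUM the paper calls 67 and the value here was 27, near the paper's only with DESeq2 (58) and 10 to 44 with the others. For SAN vs. FOV the paper calls 8 and the value here was 2, near the paper's with DESeq2 (12) and without FOV replicate 4 (6), and 0 to 4 with the others. In any comparison the paper calls 97 and the value here was 60, near the paper's with a filter of 100 CPM (66), edgeR's quasi-likelihood test (71), DESeq2 (88) and without FOV replicate 4 (65), but not with the other settings. The likelihood ratio test of edgeR, chosen after seeing the data, gave 1, 60, 7 and 91 in the same order and dropped 14 of the paper's 97.

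Every miRNA that the paper calls had the same direction here. Called in both were 5 of the paper's 11 in SOV vs. FOV, 8 of 14 in SUM vs. FOV, 46 of 74 in SOV vs. SUM, 0 of 6 in SAN vs. SOV, 20 of 67 in SAN vs. SUM and 1 of 8 in SAN vs. FOV. Called here but not in the paper were miR-128, miR-1298 and miR-671-3p in SOV vs. FOV, miR-23b and miR-493b in SUM vs. FOV, let-7f, miR-126-3p, miR-326 and miR-451 in SOV vs. SUM, miR-125b-5p, miR-126-3p, miR-128, miR-451, miR-493b, miR-542-3p and miR-99a in SAN vs. SUM, and miR-1298 in SAN vs. FOV.

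Settings that call items of the paper not called here were as follows. In SAN vs. SOV, miR-615-3p was called by DESeq2, without SAN replicate 1, and by the likelihood ratio test chosen after seeing the data, and miR-221, miR-200b and miR-149 were called without SAN replicate 1, whereas miR-206 and miR-328 were called by no setting. In SOV vs. FOV, miR-3958, miR-1388, miR-122, miR-363, miR-495 and miR-100 were each called by some of these: FOV_1 kept, a pseudocount of 5 CPM, a filter of 100 CPM, equal totals, edgeR's quasi-likelihood test, DESeq2, and fits without SAN replicate 1, SOV replicate 2, 3 or 4, or FOV replicate 2 or 4. In SUM vs. FOV, miR-7, miR-93, miR-130b, miR-106b, miR-1301 and miR-20a were called by some of these: FOV_1 kept, a pseudocount of 5 CPM, edgeR's quasi-likelihood test, DESeq2, and fits without SAN replicate 4 or FOV replicate 2 or 4. Between SAN and FOV, miR-3958, miR-146a, miR-192, miR-96, miR-409-3p, miR-1388 and miR-363 were called by DESeq2, and miR-146a also with a filter of 100 CPM, with the compared seasons alone, with robust variance moderation and without SOV replicate 4.

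In SOV vs. SUM, 19 of the 28 not called here were called by some setting set beforehand: FOV_1 kept, a pseudocount of 5 CPM, a filter of 100 CPM, equal totals, the compared seasons alone, a replicate block, edgeR's quasi-likelihood test, DESeq2, or fits without SAN replicate 2 or 4, SOV replicate 2, 3 or 4, SUM replicate 1, 2 or 4, or FOV replicate 2 or 4. Another 4 were called by edgeR's likelihood ratio test alone, chosen after seeing the data, and called by none were miR-137, miR-32, miR-424, miR-107a and miR-205. In SAN vs. SUM, 30 of the 47 not called here were called by some setting set beforehand: a pseudocount of 5 CPM, a filter of 100 CPM, the compared seasons alone, a replicate block, edgeR's quasi-likelihood test, DESeq2, or fits without SAN replicate 1, SOV replicate 4, SUM replicate 3 or FOV replicate 4. Another 10 were called only by settings chosen after seeing the data (the likelihood ratio test, a pseudocount of 20 CPM or the miR-9a covariate), and called by none were miR-146a, miR-130b, miR-187, miR-200a, miR-494, miR-142-5p and miR-672. Chosen after seeing the data, edgeR's likelihood ratio test, a pseudocount of 20 CPM, the miR-9a covariate and TMM over 15 libraries also called some of the paper's items, and shared 83, 61, 65 and 54 of the paper's 97, so that they dropped 14, 36, 32 and 43.

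The paper places miR-302b and miR-451 higher in SUM than in FOV. Here both were lower in SUM, miR-451 by a log2 FC of −3.59 and miR-302b with 0 reads in SUM and 23 in FOV. The signs of the paper's own FC values for both miRNAs go the same way as the values here. The paper describes FOV_1 as similar to SAN by principal components. On the first 2 components here, a measure chosen after seeing the data, FOV_1 was also nearest the SAN mean (4.48, SOV 11.1), as on 3 (11.5 and 16.4), while on 4 (25.8 and 20.0) and over all miRNAs (33.4 and 31.2) the nearest mean was that of SOV. The paper's closing statement has miR-100, let-7c and miR-143 lower than in SAN in each ovulatory season, while here miR-143 had a log2 FC of −0.45 in SAN vs. SOV and 0.32 in SAN vs. FOV, and miR-100 of 0.45 and −0.82, none called. It has miR-192 higher than in SAN in each, while here SAN vs. SOV was −0.33 and SAN vs. FOV −2.05, neither called, and SAN vs. SUM −2.32, called.

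The expressed miRNAs of the paper, 235 in SAN, 231 in SOV, 238 in SUM and 203 in all seasons, were 238, 228, 235 and 201 here, and TMM over 15 libraries, chosen after seeing the values, gave the paper's numbers. The paper counts 13 miRNAs common to its top lists, and 12 were found here, with TMM over 15 libraries as well, and 13 with FOV_1 kept or without SAN_1 or SUM_1. The paper counts 19 mares and the text with the deposited data 17. The paper gives follicles of 30 to 35 mm in its methods and a smaller upper limit in its conclusion. Table 1 of the paper lists a miR-7f in SUM, marked as common to all seasons, where the values have miR-7 (16948 CPM), while let-7f averaged 10574.6 CPM in SUM, outside its 20 highest.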

Other observations

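Tests of chance splits and of shared profiles were set before their results were seen, and the remarks on miR-122, miR-96 and miR-137 were chosen after their values were seen. MiR-122, a liver miRNA, was lowest in SOV (1592 ± 1684 CPM, SD, n = 4; 756 without SOV_4), and higher in SAN (4018 ± 817, n = 4), SUM (8282 ± 936, n = 4) and FOV (10107 ± 7714, n = 3). Its log2 FC was −2.87 (SE 0.67, adjusted p = 0.00804) in SOV vs. SUM, called, and −2.49 (SE 0.73, adjusted p = 0.0616) in SOV vs. FOV, not called. MiR-96, of the miR-183 cluster, averaged 273 ± 140.1 CPM in SAN and 37.4 ± 24.8 in SUM, with a log2 FC of 2.92 (SE 0.93, adjusted p = 0.0552), not called. Its neighbour miR-183 was 336 ± 125 CPM in SOV and 1024 ± 257 in SUM, with a log2 FC of −1.65 (SE 0.42, adjusted p = 0.0125), called. MiR-137, a neuronal miRNA, had no read in SAN and 68 in SUM, at least 11.3-fold higher in SUM, or 6.44-fold without SUM_1 and 7.13-fold without SAN_4 (adjusted p = 0.178, not called).

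Only 1 of 35 splits, the real one, gave as many calls as the real seasons in SOV vs. FOV, SOV vs. SUM and SAN vs. SUM. The counts were 8 (highest other 6), 50 (highest other 4) and 27 (highest other 1). This is the smallest share that 35 splits allow and was not adjusted over the 6 comparisons, so by itself it cannot exclude chance. In SOV vs. SUM and SAN vs. SUM the real count lay far above every other split, which argues against chance. SOV vs. FOV had a small margin, and its count was 3 with median-of-ratios scaling and 4 with these seasons fitted alone. For SAN vs. FOV the real split alone gave 2 calls, against a highest other of 1. That count fell to 0 without SAN_2, SAN_3 or FOV_2 and with edgeR's quasi-likelihood test, and to 1 with FOV_1 kept. Chance is thus not taken as excluded in SOV vs. FOV or SAN vs. FOV. For any comparison (60, highest other 28) and for the 4 seasons together (39, highest other 6), 1 of 100 regroupings reached the count, the real one. This argues against chance for these counts. In SAN vs. SOV the real count was 0, which all 35 splits reach by construction (highest 2), so the splits say nothing about chance there. In SUM vs. FOV 2 of 35 splits reached the real 10, and SUM_1, SUM_4, FOV_2 and FOV_3 against the rest gave 20, which points to a structure of the samples beside season, so chance cannot be excluded. For the list tests 13 of 100 regroupings gave at least the real 12, with a highest of 17, so chance cannot be excluded.

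If season profiles are shared, 2 sets made from the libraries of each season should name the same season of the highest mean for more miRNAs than chance allows. Over 324 ways to part the libraries the median was 46.8% of miRNAs (28.0 to 58.9%), against at most 36.5% and a median of 25.2% in 100 permutations of the season labels. The profiles are consistent with shared season effects by this test, beside the differences between libraries of one season.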
